# Single-cell RNA sequencing unveils Lrg1's role in cerebral ischemia‒reperfusion injury by modulating various cells

**DOI:** 10.1186/s12974-023-02941-4

**Published:** 2023-11-30

**Authors:** Zhaohui Ruan, Guosheng Cao, Yisong Qian, Longsheng Fu, Jinfang Hu, Tiantian Xu, Yaoqi Wu, Yanni Lv

**Keywords:** Single-cell RNA-seq, *Lrg1* knockout, Cerebral ischemia–reperfusion injury, Microglial cell

## Abstract

**Background and purpose:**

Cerebral ischemia‒reperfusion injury causes significant harm to human health and is a major contributor to stroke-related deaths worldwide. Current treatments are limited, and new, more effective prevention and treatment strategies that target multiple cell components are urgently needed. Leucine-rich alpha-2 glycoprotein 1 (Lrg1) appears to be associated with the progression of cerebral ischemia‒reperfusion injury, but the exact mechanism of it is unknown.

**Methods:**

Wild-type (WT) and *Lrg1* knockout (*Lrg1*^−/−^) mice were used to investigate the role of Lrg1 after cerebral ischemia‒reperfusion injury. The effects of *Lrg1* knockout on brain infarct volume, blood‒brain barrier permeability, and neurological score (based on 2,3,5-triphenyl tetrazolium chloride, evans blue dye, hematoxylin, and eosin staining) were assessed. Single-cell RNA sequencing (scRNA-seq), immunofluorescence, and microvascular albumin leakage tests were utilized to investigate alterations in various cell components in brain tissue after *Lrg1* knockout.

**Results:**

Lrg1 expression was increased in various cell types of brain tissue after cerebral ischemia‒reperfusion injury. *Lrg1* knockout reduced cerebral edema and infarct size and improved neurological function after cerebral ischemia‒reperfusion injury. Single-cell RNA sequencing analysis of WT and *Lrg1*^−/−^ mouse brain tissues after cerebral ischemia‒reperfusion injury revealed that *Lrg1* knockout enhances blood‒brain barrier (BBB) by upregulating claudin 11, integrin β5, protocadherin 9, and annexin A2. *Lrg1* knockout also promoted an anti-inflammatory and tissue-repairing phenotype in microglia and macrophages while reducing neuron and oligodendrocyte cell death.

**Conclusions:**

Our results has shown that Lrg1 mediates numerous pathological processes involved in cerebral ischemia‒reperfusion injury by altering the functional states of various cell types, thereby rendering it a promising therapeutic target for cerebral ischemia‒reperfusion injury.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-023-02941-4.

## Highlights

1. Upregulated Lrg1 expression is observed in various cells in brain after cerebral ischemia‒reperfusion injury.
2. *Lrg1* knockout can attenuate brain damage and blood‒brain barrier dysfunction following cerebral ischemia‒reperfusion injury.
3. *Lrg1* knockout can alter the functional state of microglial cells towards the anti-inflammatory M2 phenotype.
4. *Lrg1* knockout can modulate the metabolic status of multiple cell types.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-023-02941-4.

## Introduction

Ischemic stroke is one of the most common diseases with high mortality and disability rates worldwide [1]. Ischemic stroke patients may suffer from cerebral ischemia‒reperfusion injury after the blood supply is restored, further exacerbating neuronal death and neurological dysfunction and severely impeding the recovery of acute ischemic stroke patients [2]. The mechanisms underlying cerebral ischemia‒reperfusion injury remain unclear, and agents that effectively treat or prevent cerebral ischemia‒reperfusion injury are not currently available [3]. Therefore, further exploration is needed to identify drugs potentially useful in the treatment of cerebral ischemia‒reperfusion injury.

Cerebral ischemia‒reperfusion injury is an extremely complex process that involves disruption of the blood‒brain barrier (BBB), brain inflammation, and increased neuronal apoptosis, which are associated with various cellular components in the brain. BBB breakdown after cerebral ischemia‒reperfusion injury is mainly manifested by a decrease in the connectivity between the cell components of the BBB (including pericytes, endothelial cells, astrocytes, and basement membrane) and an increase in leakage [4, 5]. The progression of cerebral ischemia‒reperfusion injury is also associated with various immune cells, which play a dual role in the progression of cerebral ischemia‒reperfusion injury. Immune cells, including microglia and macrophages, secrete tissue repair factors and engulf dead cells to facilitate brain tissue recovery after cerebral ischemia‒reperfusion injury [6]. On the other hand, various inflammatory factors, including IL-6 and TNF-α, exacerbate the progression of cerebral ischemia‒reperfusion injury [7, 8]. Because the disease process involves multiple cellular components, the identification of treatment targets for multiple cellular components may be a better approach for preventing and treating cerebral ischemia‒reperfusion injury [6].

Single-cell RNA sequencing (scRNA-seq), a cutting-edge research technique, provides new insights into complex diseases involving multiple cellular components, such as cerebral ischemia‒reperfusion injury. Researchers have utilized scRNA-seq to reveal the intricate mechanisms in brain tissue after cerebral ischemia‒reperfusion injury, including the finding that the polarization of microglia into M1 or M2 phenotypes may not be simply defined [9]. ScRNA-seq facilitates the comprehensive understanding of the mechanisms underlying cerebral ischemia‒reperfusion injury or the therapeutic efficacy of target interventions.

Lrg1 is considered a signaling molecule that is potentially induced after cerebral ischemia‒reperfusion injury. Researchers have shown that Lrg1 is associated with increased brain infarct volume, brain cell apoptosis, and enhanced autophagy, aggravating cerebral ischemia reperfusion injury [10, 11]. However, the precise role and underlying mechanisms of Lrg1 in the process of cerebral ischemia‒reperfusion injury remain elusive. There is accumulating evidence suggesting that Lrg1 may have an impact on various cellular components in brain tissues, including neuronal and endothelial cells. Specifically, Lrg1 was shown to induce activation of the TGF-β pathway in vascular endothelial cells and promote endothelial cell mitosis in a middle cerebral artery occlusion (MCAO) mouse model [12]. Additionally, recent literature has highlighted the potential role of Lrg1 as a mediator of the "niche", stimulating the growth of nearby connective tissue cells and providing a niche for lung metastasis [13]. However, the precise mechanisms underlying its effects on cerebral ischemia‒reperfusion injury remain unclear. Specifically, it remains unclear whether the effect of Lrg1 on cerebral ischemia‒reperfusion injury progression is related to various cellular components in brain tissue.

In this study, we employed *Lrg1* knockout mice to investigate the role of Lrg1 in cerebral ischemia‒reperfusion injury. Utilizing various techniques, such as scRNA-seq, immunofluorescence, and BBB permeability assays, we revealed continuous upregulation of Lrg1 expression across various cell components of the brain in the pathologic process of cerebral ischemia‒reperfusion injury. Our preliminary data showed that *Lrg1* knockout had little effect on cerebral vasculature of mice, and with no effect on the pathological changes of blood vessel and the normal physiological activities. Furthermore, a comparative analysis of cerebral ischemia‒reperfusion injury-induced brain infarct size, brain edema volume, and neurofunctional status between *Lrg1* knockout and wild-type mice demonstrated that *Lrg1* deletion confers neuroprotection against cerebral ischemia‒reperfusion injury-induced brain tissue damage. Our comprehensive elucidation of the role of Lrg1 in the progression of cerebral ischemia‒reperfusion injury based on scRNA-seq data indicates its ability to modulate of multiple cellular components within the brain, including perivascular cells, microglial cells, and endothelial cells, highlighting Lrg1 as a promising therapeutic target for the treatment of cerebral ischemia‒reperfusion injury.

## Methods

### Animals and ethics approval

Wild-type C57BL/6 mice (male, 8‒10 week) weighing 18‒22 g were obtained from the College of Veterinary Medicine Yangzhou University (Institute of Comparative Medicine) (certificate No. SCXK 2021-0003). Conventional *Lrg1* knockout mice (*Lrg1*^−/−^) on a C75BL/6 background were originally generated and mated at Cyagen Biosciences Corporation (strain number: C57BL/6 J, strain name: KOCMP‒76905-Lrg1-B6N-VA). The Institutional Animal Care and Use Committee of The First Affiliated Hospital of Nanchang University (Nanchang University, Nanchang, China) approved all procedures performed in this study (Ethics approval number: IACUC Issue No: CDYFY-IACUC-‒202306QR028).

### *Lrg1* knockout mice

*Lrg1* knockout mice were obtained from Cyagen Biosciences Corporation (strain number: C57BL/6N-Lrg1^em1cyagen^, strain name: KOCMP-76905-Lrg1-B6N‒VA). Exon 1 and the TGA stop codon in exon 2 (Transcript: NSMUST00000041357) were selected as target sites, and ~ 1940 bp was selected for the knockout region. The efficiency of knockout was assessed using PCR detection (Additional file 1: Fig. S1A). *Lrg1*^*−/−*^ mice were backcrossed to C75BL/6N mice for 4 generations (3 months, 18‒22 g) and raised in the SPF grade independent ventilation (IVC) laboratory of Nanchang University Laboratory. Mice were reared under conditions with a 12-h light‒dark cycle and optimal temperature and humidity. All procedures were performed to minimize the pain the animals suffered.

### Middle cerebral artery occlusion/reperfusion mouse model

Middle cerebral artery occlusion/reperfusion (MCAO/R) was conducted on mice followed by 0.5 and 1 h of occlusion and 1, 6, 12, and 24 h of reperfusion. C57BL/6 mice were anesthetized with 1.2% isoflurane. The body temperature was maintained at 37 ℃ during the ischemia period. The operation starts from the proximal external carotid stump by inserting a blunt 6-0 nylon monofilm and then pushing 9–10 mm into the internal carotid artery. After 1 h of occlusion, the nylon monofilm was withdrawn from the carotid artery, and 1, 6, 12, and 24 h of reperfusion was performed immediately afterward [14]. The same procedure was performed on the sham-operated mice, but the sutures did not enter the internal carotid artery. Animals whose blood flow dropped below 30% of pre-ischemia levels as assessed via a laser Doppler flowmeter (LDF, FLPI2, Moor, England) were used for further experiments.

### Random and blind group design for the animal experiments

The animals were assigned a random number using Excel. The experimenters were blinded to the pretreatments and data analysis.

### TTC staining for infarction volume

The brains were quickly dissected into 2-mm pieces/per section from the coronal position. The brain tissues of the group measured volume were subject to 2, 3,5-triphenyl tetrazolium chloride (TTC) staining at 37 ℃ for 20 min. The infarction volume was measured using ImageJ software (Version 1.42; Bethesda, USA). The brain tissue supplied by cerebral ischemia reperfusion appeared pale under TTC staining. The infarct volume of each stained slice was summed and expressed as a percentage.

### Measurement of brain edema via Evans blue

Two hours before mice were euthanized, Evans blue (EB) (Sigma**‒**Aldrich Co. USA) at 2% per 10 g body weight dissolved in 0.9% NaCl solution was injected into the tail vein of each mouse. After 24 h of reperfusion, brain tissues were rapidly extracted, centrifuged with 1 mL trichloroacetic acid, and homogenized at 12,000 rpm for 20 min. The absorbance of the supernatant with EB staining at 620 nm was determined by spectrophotometry. The EB concentration was determined quantitatively. The EB content was quantified as EB µg/g tissue using a standard curve.

### Neurological deficit score

The neurological deficit score is a good method to evaluate the degree of cerebral ischemia injury in animals, and the detailed method was graded based on an 18-point scale [15]. Neurological deficit sign scores were assigned to experimental animals based on an 18-point scale. Mice were tested after 24 h of reperfusion using the Longa score system as follows: 0 points, asymptomatic; 1 point, mice could not extend the opposite fore limb when lifting the tail; 2 points, mice could not rotate to the damaged side; 3 points, mice tipped uncontrollably to the opposite side; 4 points, mice could not walk normally or experienced loss of consciousness.

### Histomorphological evaluation

Histomorphological analysis was performed based on hematoxylin‒eosin (H&E) staining. After 24 h of reperfusion, mice were killed and injected with normal saline through the heart until the liquid was colorless. Then, the brain tissues were removed and immersed in a 4% formaldehyde solution in an ice bath for 24 h. Then, 5 mm brain slices were deparaffinized in xylene, rehydrated in a 100% to 70% ethanol gradient, and stained with hematoxylin‒eosin (H&E). The stained slices were subjected to gradual rinsing and imaged under a digital camera.

### Immunofluorescence staining in vivo and in vitro

Each group of brain tissues in the ischemia region was cut at a thickness of 5 mm/slice, washed with PBS (pH 7.4), incubated with cold ethanol in an ice bath for 10 min, and fixed with 10% normal goat serum, 3% bovine serum albumin, and 0.1% Triton X-100 in PBS for 1 h. Then, samples were incubated with Lrg1 (13224-1-AP, Proteintech, Chicago, USA, 1:200), CD31 (ab76533, Abcam, Cambridge, England, 1:500), IBA1 (ab178846, Abcam, Cambridge, England, 1:200), NeuN (ab177487, Abcam, Cambridge, England, 1:100), CD66b (GTX19779, GeneTex, Texas, USA, 1:1000), Claudin 11 (ab7474, Abcam, Cambridge, England, 1:200), Integrin β5 (ab177004, Abcam, Cambridge, England, 1:200), Protocadherin 9 (ab233710, Abcam, Cambridge, England, 1:100), Annexin A2 (ab216386, Abcam, Cambridge, England, 1:100), IL-6 (ab233706, Abcam, Cambridge, England, 1:50), and TNF-ɑ (ab215188, Abcam, Cambridge, England, 1:100) primary antibodies at 4 ℃ for 48 h. Brain tissues were then incubated overnight with Alexa Fluor®488-conjugated donkey anti-goat IgG H&L (Alexa Fluor®488) antibody (ab150129, Abcam, Cambridge, England, 1:1000) at 4 ℃. The cell nuclei were incubated with 4′6-diamidino-2-phenylindole (DAPI, ab104139, Abcam, Cambridge, England, 1:500) for 15 min. The immunofluorescence-stained brain tissues were observed under an Olympus FV1000 confocal microscope.

### Microvascular albumin leakage test

The skull of mice was held in the prone position, and the fur on the fixed head surface was removed to expose the skull. A circular area 5 mm in diameter was thinned using a skull drill along the cranial suture. The exposed pia mater was placed under the Lan-MC real-time vascular injury imaging system, and venules with a width of 20–40 μm were selected for observation [16]. FITC‒albumin was diluted in saline to a concentration of 1 mg/mL and infused (50 mg/kg) via the femoral vein 10 min prior to MCAO surgery. Video recording was conducted using a fluorescence-equipped microscope, and the images were analyzed using Image-Pro Plus. The video speed was set to 5 frames per second, and 9 frames were selected for each group for analysis. Fluorescence intensity was calculated by selecting areas of equal size inside and outside of the vessel, and the ratio of interstitial area fluorescence intensity (Ii) to venule fluorescence intensity (Iv) was compared with the baseline level of venules under sham operation conditions.

### Western blot and immunofluorescence staining

After the MCAO/R model was established, brain tissues were collected to extract proteins. A 40 mg protein sample collected from brain tissues in the ischemic region was separated via 12.5 % SDS-PAGE electrophoresis. The proteins were then transferred to PVDF membranes in Tris-glycine transfer buffer. The membranes were blocked with 5 % nonfat dry milk at room temperature for 2 h, incubated with anti-Lrg1 (ab178698, Abcam, Cambridge, England, 1: 1000) and GAPDH (ab8245, Abcam, Cambridge, England, 1:1000) primary antibodies in an ice bath for 24 h, and then incubated with the HRP‒conjugated secondary antibody (ab205718, Abcam, Cambridge, England, 1:2000) for 50 min. Enhanced chemiluminescence was used to display the bands, and the protein bands were captured on a biological image system (Bio-Rad, Hercules, USA).

### Single-cell suspension preparation, library construction, and next-generation sequencing

At the end of the operation, all mice were killed, and the right brain tissue was quickly removed. Under aseptic conditions, brain tissue was washed twice with precooled RPMI 1640 + 0.04% BSA medium. The clean tissue was then meticulously minced into approximately 0.5 mm^3^ fragments using surgical scissors and placed in freshly prepared digestion solution at 37 °C for 30‒60 min with intermittent agitation every 5‒10 min. The resulting cell suspension was filtered through a BD 40 μm cell strainer 1‒2 times and then centrifuged at 4 °C and 300 × *g* for 5 min. The pellet was resuspended in an appropriate volume of medium, and an equal volume of red blood cell lysis buffer (MACS, Cat^#^130-094-183) was added and mixed. Then, the sample was incubated at 4 °C for 10 min and centrifuged at 300 × *g* for 5 min. The supernatant was removed. The pellet was washed once with medium and centrifuged at 300 × *g* for 5 min. The supernatant was removed, and then the sample was resuspended in 100 μL medium. The freshly prepared single-cell suspension was adjusted to a cell concentration of 700‒1200 cell/μL, and the library was constructed according to the manufacturer's instructions for the 10 × Genomics Chromium Next GEM Single Cell 3' Reagent Kit v3.1 (Cat^#^ 000268). The constructed libraries were subjected to high-throughput sequencing on the Illumina Nova 6000 PE150 platform.

### Single-cell data processing and cell identification

Cell Ranger software (version 5.0.0) from 10 × Genomics was used to distinguish cell barcodes and allocate the sequence reads with the genome and transcriptome for each object. The resultant matrix depicted gene counts versus cells. In this study, we utilized the Scrublet tool (Version 0.2.3, https://github.com/swolock/scrublet) to predict doublets in our single-cell RNA sequencing data [17]. The rate of expected doublets was set to 0.06, and default parameters were used otherwise. We further applied quality control measures based on key metrics (the specified number of unique genes in each cell [nFeature_RNA > 500], the total detected cell number [nCount_RNA > 1000], and the percentage of mitochondrial genes in each cell [percent.mt < 25%]).

To analyze the data, we followed Seurat's pipeline (version 4.1.1, https://github.com/satijalab/seurat/) and dimensionality reduction and unsupervised clustering to perform quality control [18]. The data were normalized via the functions NormalizeData and ScaleData based on the Seurat package [18]. A total of 2,000 hypervariable genes were selected for further analysis through FindVariableFeatures, and 15 principal components were calculated for dimensionality reduction.

To correct for batch effects between groups, we utilized the BBKNN tool (Version 1.5.1, https://github.com/immunogenomics/harmony [19]. The dimensionality of clusters were reduced with the parameter "dims = 1:15, resolution = 0.3" using RunUMAP and FindClusters. Finally, we identified cells through universal markers of various cell types. Clusters that exhibited high expression of both red blood cell and small glial cell marker genes were considered doublets and excluded from analysis.

### ROGUE index

We calculated the ROGUE index using ROGUE (version 1.0, https://github.com/PaulingLiu/ROGUE). [20]. The permutation test, a widely employed statistical method for analyzing small‒sample data, was employed to assess differences in ROGUE values among distinct groups with 1,000 permutations [21].

### Calculation of cell function scores

To evaluate the functional differences among different groups of cells, we utilized Seurat's AddModuleScore function at the single‒cell level to calculate the scores of functional modules in cell clusters. We referenced the macrophage functional gene set summarized by Cheng et al. [22]. to assess the function of microglial cells and macrophages. The calculated functional modules included the M1 score and M2 score. Higher scores of various functional assessments indicate stronger corresponding functions of the cell.

### Pathway enrichment analysis

To examine the functional mechanisms of cell clusters, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment were performed on Metascape (http://metascape.org/) to identify biological pathways for a given list of genes. We introduced the first 150 differentially expressed genes with a natural logarithmic fold change (lnFC) > 0.25 for each group into Metascape for pathway enrichment analysis. This allowed us to identify enriched pathways and gain a deeper understanding of the biological processes underlying cellular functions.

### Inference of cellular differentiation trajectories

To characterize the potential lineage differentiation among cells, we employed multiple analytical methods, including CytoTRACE (version 0.3.3, https://cytotrace.stanford.edu/) and Monocle2 (version, https://github.com/kstreet13/slingshot), for cellular differentiation trajectory analysis [23]. A ﻿higher CytoTRACE score indicates that the cell is less differentiated and closer to the beginning of differentiation, whereas a ﻿lower CytoTRACE score indicates that the cell is more differentiated and closer to the end of differentiation [23]. Monocle2 was used to chart the trajectory of the potential differentiation pattern for microglial cells. Finally, we used the differential Gene Test function in Monocle2 to filter transcription factors that vary along different trajectories [24–27].

### Estimating cellular composition preference of different groups using ***R***_o/e_

In this study, we utilized the *R*_o/e_, calculated according to the method proposed by Cheng et al. [22]. The formula for *R*_o/e_ is as follows:

$$R_{{\text{o/e}}} = \frac{{{\text{Observed}}}}{{{\text{Expected}}}}.$$

Both the observed and expected values were obtained using the chisq.test function. A *R*_o/e_ value greater than 1 suggests that the cell cluster is enriched in the group, while a *R*_o/e_ value less than 1 implies that the cell cluster is not enriched in the group.

### Metabolic pathway analysis

To assess the metabolic pathway differences between different groups of cells, we downloaded 98 metabolism-related pathways from the GSEA database and estimated the metabolic pathway scores of different cell clusters using the AddModuleScore function in Seurat. For the screening of differential metabolized pathways, we used the Wilcoxon test (adjusted *p* value < 0.05) to filter out the differential metabolized pathways between the *Lrg1*^−/−^ mice and WT mice after MCAO/R, and Bonferroni correction was applied for *p* value adjustment.

### Statistical analysis

The *t* test or Wilcoxon test is employed to detect differences between two continuous groups of variables. ANOVA or the Kruskal‒Wallis test was used to examine differences between multiple groups of continuous variables. The Bonferroni method was utilized for *p* value correction. All statistical analyses were performed via R Studio (version 4.1.3) or Python (version 3.9.12). Unless otherwise specified, we defined statistical significance as a p value less than 0.05.

## Results

### Lrg1 exhibits high expression in various cell populations during cerebral ischemia‒reperfusion injury

Western blotting was applied to examine the change in Lrg1 expression in the brain during cerebral ischemia‒reperfusion injury. As shown in Fig. 1A, during cerebral occlusion, Lrg1 was upregulated in the ischemic brains, and expression gradually increased with longer reperfusion injury. High Lrg1 expression continued until 24 h after reperfusion (Fig. 1A).

**Fig. 1:**
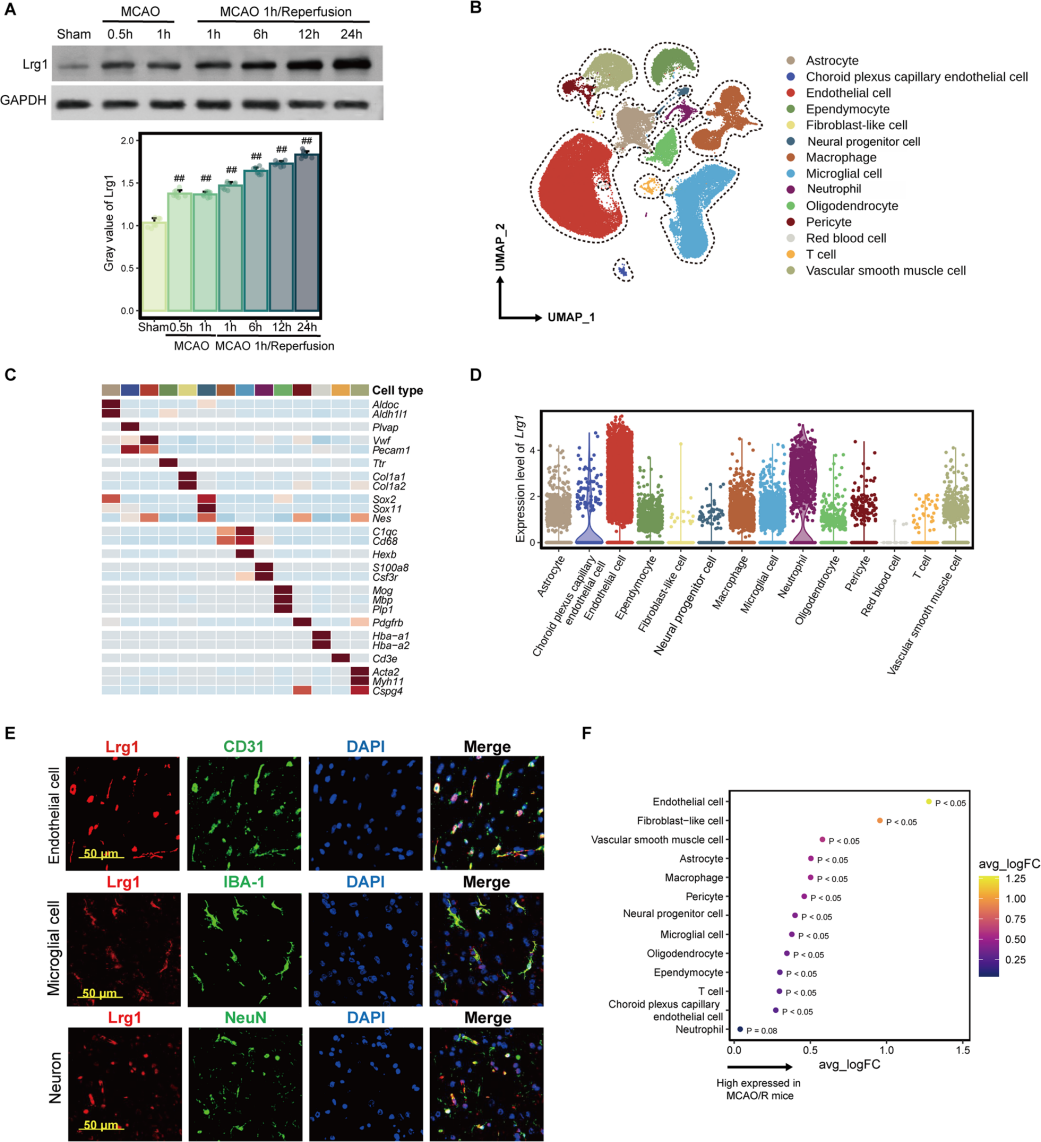
Elevated Lrg1 expression in multiple cell types in brain tissue during cerebral ischemia‒reperfusion injury. **A** Western blotting was used to determine total Lrg1 expression in brain tissues during different durations in MCAO/R mice. Mice were exposed to 0.5 and 1 h of ischemia and 1, 6, 12, and 24 h of reperfusion. Data are the mean ± SD, *n* = 8. ^##^*p* < 0.01 vs. sham group. **B** The UMAP plot presents the single-cell atlas of brain tissue after cerebral ischemia‒reperfusion injury. **C** The heatmap illustrates the expression of recognized marker genes in different cell types. **D** The violin plot displays Lrg1 expression in different cell types. **E** Immunofluorescence staining verified Lrg1 expression (red) in endothelial cells, neurons, and microglial cells in mouse brain tissues after MCAO/R. Scale bar = 50 μm. **F** The dot plot presents the differential expression analysis results of Lrg1 in various cell types between the MCAO/R and sham groups. An average log fold change (avg_logFC) value > 0 indicates that Lrg1 is expressed at higher levels in the MCAO/R group than in the sham group

To investigate the cell distribution of Lrg1, we analyzed published scRNA-seq data, which contain scRNA-seq data from the same left cerebral hemispheres from three sham-operated mice as well as three mice with tMCAO (transient middle cerebral artery occlusion) operated 24 h after ischemia reperfusion [9]. After stringent quality control, we obtained 58,077 high-quality cells. Subsequently, we used marker genes to classify these cells into different cell types (Fig. 1B, C). We identified 14 cell types, including oligodendrocytes, endothelial cells, neural progenitor cells, microglial cells, macrophages, astrocytes, vascular smooth muscle cells, ependymocytes, T cells, pericytes, neutrophils, choroid plexus capillary endothelial cells, fibroblast-like cells, and red blood cells. Next, we characterized the expression pattern of Lrg1 in different cell types. Lrg1 expression was observed in almost all the cell types of the cerebral ischemia‒reperfusion injury brain, including astrocytes, choroid plexus capillary endothelial cells, endothelial cells, ependymocytes, fibroblast-like cells, neural progenitor cells, macrophages, microglial cells, neurons, oligodendrocytes, pericytes, T cells, neutrophils, and vascular smooth muscle cells (Fig. 1D). We verified Lrg1 protein expression in several cell types using immunofluorescence and observed that the Lrg1 protein was expressed in endothelial cells, microglial cells and neutrophils (Fig. 1E, Additional file 1: Fig. S1C). Simultaneously, we employed immunofluorescence to detect the expression of Lrg1 in neuronal cells (Fig. 1E, Additional file 1: Fig. S1C).

Moreover, we computed the differential expression of Lrg1 in brain tissue after MCAO/R and sham-operated brain tissue. Our findings revealed that *Lrg1* was upregulated in various cell types, including endothelial cells, fibroblast-like cells, vascular smooth muscle cells, astrocytes, and macrophages after MCAO/R (Fig. 1F). Overall, we observed that compared to the sham-operated group, many types of cells in cerebral ischemia‒reperfusion injury brain tissue showed increased *Lrg1* expression, suggesting that Lrg1 plays an important role in modulation of the cerebral ischemia‒reperfusion injury process and may be related to many cell types in the brain.

### Conventional *Lrg1* knockout (*Lrg1*^−/−^) attenuates infarct volume, water content, and neurological deficits induced by cerebral ischemia‒reperfusion injury

To validate the role of Lrg1 as a target in cerebral ischemia‒reperfusion injury, we compared the cerebral infarct volume, water content, and neurological deficits of *Lrg1*^−/−^ mice and WT mice after MCAO/R (Fig. 2). The deletion efficiency of Lrg1 was previously verified in *Lrg1*^−/−^ mice via western blotting (Additional file 1: Fig. S1B). We observed that knockout of Lrg1 led to significant reductions in cerebral infarct volume (Fig. 2A, B), cerebral edema (Fig. 2C, D), and neurological deficits (Fig. 2F) after cerebral ischemia‒reperfusion injury. In normal brain tissues, immunohistochemical staining revealed positive purple‒red staining. The cells were full with distinct nuclei and cytoplasm, and the brain tissue was compact. Immunohistochemical staining of frozen sections revealed vacuolation and concentrated and dead neurons in ischemic brain tissues, whereas the morphology was significantly improved in *Lrg1*^−/−^ mice injured by MCAO/R (Fig. 2E). In summary, our findings demonstrate that *Lrg1* knockout confers protection to brain tissue after cerebral ischemia‒reperfusion injury.

**Fig. 2:**
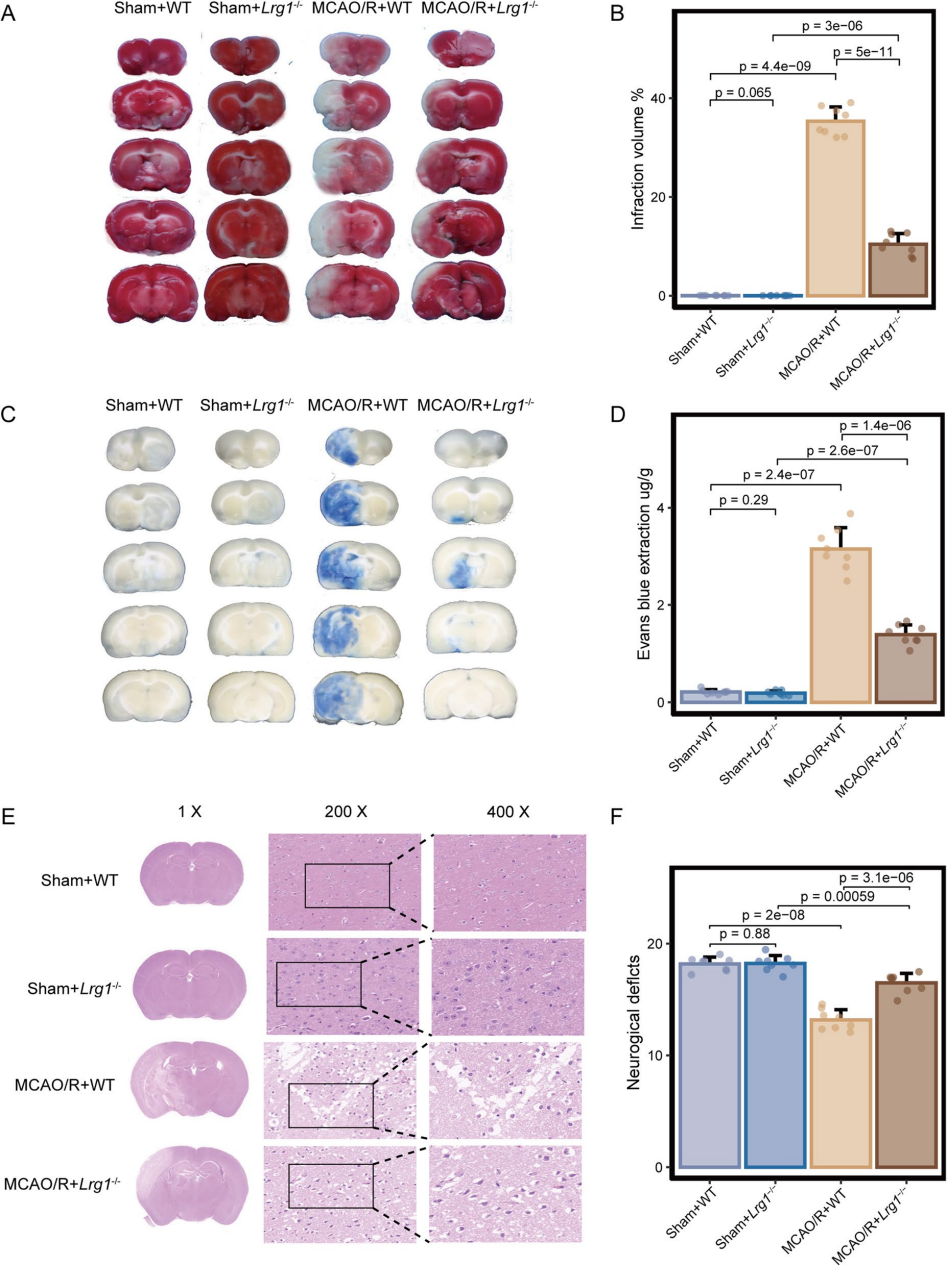
Effects of *Lrg1* knockout on brain tissue damage in cerebral ischemia‒reperfusion mice. Mice were exposed to 1 h of ischemia and 24 h of reperfusion. **A**, **B** Gross slice figures of MCAO/R mouse brains stained with 2,3,5**‒**triphenyl tetrazolium chloride. The brain appeared red based on the interaction between TTC and dehydrogenase in the no infarction area, and the color faded to white in the no infarction area. Error bar graph showing the results of TTC staining in different groups. Data are expressed as the mean ± SD, *n* = 8. **C**, **D** Gross appearance of brains exposed to 1 h of ischemia and 24 h of reperfusion was observed based on Evans blue staining. Error bar graph showing the results of Evans blue staining in different groups. Data are expressed as the mean ± SD, *n* = 8. **E** H&E staining reveals morphology of brain tissues of MCAO/R mice based on light microscopic assessment. The damaged brain tissues exhibited white interspaces, pyknotic nuclei, appeared holes, and signs of bleeding. Scale bar = 1 × ; 200 × ; 400 × . **F** Measurement of neurological deficit scores of MCAO/R mice. Error bar graph showing the results of neurological deficit score in different groups. Data are expressed as the mean ± SD, *n* = 8

### Single-cell RNA sequencing reveals significant alterations in the transcriptional profiles of various cell types in brain tissue after cerebral ischemia‒reperfusion injury upon *Lrg1* knockout

Multiple cell types showed high Lrg1 expression levels in the brains of mice with cerebral ischemia‒reperfusion injury (Fig. 1D, F), suggesting that the protective effect of *Lrg1* knockout on brain tissue after cerebral ischemia‒reperfusion injury may result from its action on multiple cell types. To investigate the impact of *Lrg1* knockout on various cells following cerebral ischemia‒reperfusion injury, we conducted single-cell RNA sequencing (scRNA-seq) on cells obtained from the brains of WT sham-operated mice (sham + WT group), *Lrg1*^−/−^ sham-operated mice (sham + *Lrg1*^−/−^ group), WT mice after MCAO/R (MCAO/R + WT group), and *Lrg1*^−/−^ mice after MCAO/R (MCAO/R + *Lrg1*^−/−^ group) (Fig. 3A). 

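The UMI counts analysed here came from 11 libraries of 1 mouse each. There were 3 mice in the sham + WT group, 3 in the sham + *Lrg1*-/- group, 2 in the MCAO/R + WT group and 3 in the MCAO/R + *Lrg1*-/- group. The authors' count matrices covered 155,804 barcodes, and their headers name Cell Ranger 7.0.1. Barcodes with at least 500 genes, at least 1000 UMIs and at most 25% mitochondrial UMIs were retained, and the barcodes with the highest doublet scores of each library were removed. Depth differed between the groups. Total UMIs per library ranged from 110,423,176 to 115,001,970 (median 113,184,854) in the sham + WT group and from 37,159,497 to 70,976,468 (median 47,561,313) in the sham + *Lrg1*-/- group. After MCAO/R, they ranged from 135,747,375 to 144,393,940 in the MCAO/R + WT group and from 51,062,713 to 171,813,031 (median 170,657,114) in the MCAO/R + *Lrg1*-/- group. The median UMIs per retained cell of a library ranged from 9332 to 11,222 in the MCAO/R + WT group and from 3161 to 6212 in the MCAO/R + *Lrg1*-/- group. For comparisons between groups, the UMIs of each cell type were summed per mouse and fitted with edgeR's quasi-likelihood method after TMM normalization, so that n counts mice and not cells. All tests were two-sided unless stated, and adjusted p values were adjusted by the Benjamini‒Hochberg method over all genes tested in a cell type. Mean scores per mouse were compared with exact permutation tests, whose smallest p for 3 mice against 2 is 0.1, so that none of these comparisons after MCAO/R could reach 0.05. The settings, the comparisons and their alternatives were chosen before the data were examined, apart from the rules by which clusters were split and named, the limit on libraries per cell type and the tests named as chosen later. *Lrg1* (ENSMUSG00000037095, chromosome 17 of GRCm38, 56,119,678 to 56,122,001) had no UMI among the 58,151,885 UMIs of endothelial cells in the MCAO/R + *Lrg1*-/- group and none among 38,678,528 in the sham + *Lrg1*-/- group. In endothelial cells of WT mice, *Lrg1* was measured at 477 ± 61.1 CPM (SD, n = 2) after MCAO/R and at 13.2 ± 10.5 CPM (SD, n = 3) after sham surgery. With a floor of 3 counts over the group, the level in *Lrg1*-/- endothelial cells was at least 9253-fold lower after MCAO/R and at least 169.9-fold lower after sham surgery. Leaving out any of the 5 MCAO/R libraries kept the call for *Lrg1*, with the highest adjusted p at 0.00469.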

After strict quality control filtering (Additional file 2: Fig. S2A, B), a total of 99,991 cells were identified from 11 mice (including 29,709 cells in the sham + WT group, 13,938 cells in the sham + *Lrg1*^−/−^ group, 20,572 cells in the MCAO/R + WT group, and 35,772 cells in the MCAO/R + *Lrg1*^−/−^ group). 

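After the limits on genes, UMIs and mitochondrial UMIs, the removal of 7141 doublets left 125,296 cells. These were 31,553 cells in the sham + WT group, 17,240 in the sham + *Lrg1*-/- group, 21,228 in the MCAO/R + WT group and 55,275 in the MCAO/R + *Lrg1*-/- group. The number of cells per mouse ranged from 9079 to 13,004 in the sham + WT group and from 3072 to 8812 in the sham + *Lrg1*-/- group. It ranged from 9467 to 11,761 in the MCAO/R + WT group and from 6063 to 32,231 in the MCAO/R + *Lrg1*-/- group. Keeping the doublets left 132,437 cells. A limit of 10% mitochondrial UMIs left 119,223 cells, of which 51,977 were in the MCAO/R + *Lrg1*-/- group.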

The cell populations were defined via unsupervised clustering analysis on the obtained cells, and each cluster was identified as a specific cell type using recognized marker genes (Fig. 3B). 

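Clustering of the 125,296 cells and a preset marker list gave 17 named cell types, which covered all cells except 28,024 that were left unnamed under the naming rules. Microglial cells were the largest population with 30,817 cells, followed by 21,908 endothelial cells, 12,393 oligodendrocytes and 10,854 choroid plexus epithelial cells, which were marked by *Ttr* and *Kcnj13*. The smallest were 166 oligodendrocyte precursor cells and 104 NK cells. Averaged over mice, microglial cells made up 39.5% ± 3.20 of cells (SD, n = 3) in the sham + WT group and 39.7% ± 4.17 (SD, n = 2) in the MCAO/R + WT group. They made up 11.7% ± 2.05 (SD, n = 3) in the sham + *Lrg1*-/- group and 12.5% ± 7.15 (SD, n = 3) in the MCAO/R + *Lrg1*-/- group. These values depended on the naming, since an unnamed cluster of 5702 cells, in which microglial cells scored highest and red blood cells came close, held 8.50% of the cells of the sham + *Lrg1*-/- group and 7.00% of those of the MCAO/R + *Lrg1*-/- group, against 0.320% and 1.26% in the sham + WT group and the MCAO/R + WT group. Choroid plexus epithelial cells made up 1.77% of cells in the sham + WT group and 0.694% in the MCAO/R + WT group, but 27.7% in the sham + *Lrg1*-/- group and 12.8% in the MCAO/R + *Lrg1*-/- group. Red blood cells reached 6.47% in the MCAO/R + *Lrg1*-/- group against 0.0593% in the MCAO/R + WT group. Of the unnamed cells, 19,883 fell in a cluster led by haemoglobin transcripts, which was left unnamed because its marker score lay far below that of the best cluster of the same type, and the others fell in clusters where a second type was close. Of the haemoglobin cluster, 81.4% came from MCAO/R + *Lrg1*-/- replicate 5. It held 31.2% of the cells of the MCAO/R + *Lrg1*-/- group against 0.782% of those of the MCAO/R + WT group. Microglial cells scored second in it. The lower percent of microglial cells in the MCAO/R + *Lrg1*-/- group may therefore rest in part on this naming. Without batch correction, the percent of choroid plexus epithelial cells in the sham + *Lrg1*-/- group rose to 39.4%, the largest shift in percentage points.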

In total, we obtained 14 types of cells, including ependymocytes, neurons, endothelial cells, vascular smooth muscle cells, microglial cells, red blood cells, B cells, oligodendrocytes, astrocytes, pericytes, T cells, choroid plexus capillary endothelial cells, macrophages, and neutrophils (Fig. 3B, C).

**Fig. 3:**
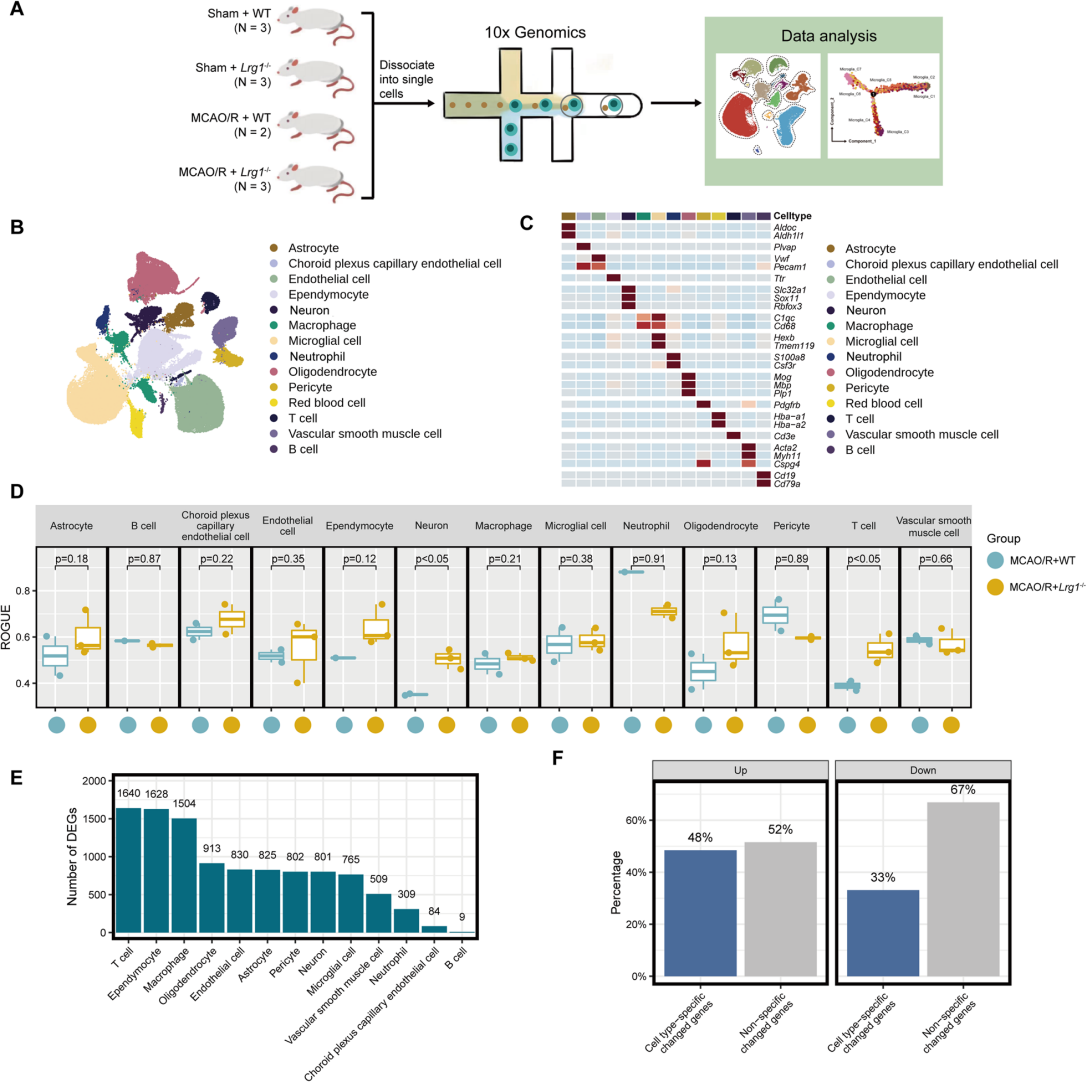
Single-cell transcriptomic data demonstrate that the impact of *Lrg1* knockout on various cellular components in brain tissue of cerebral ischemia‒reperfusion mice. **A** A schematic representation of the experimental design employed in this study is depicted. **B** UMAP plots of 99,991 cells from 11 mice, including 14 cell types. **C** Heatmap of gene expression across different cell types. **D** Boxplot displaying cell purity for cell types. **E** Bar graph showing the number of differentially expressed genes for different cell types. **F** Bar graph showing the proportion of genes with unique changes in a single cell type among differentially upregulated or downregulated genes in MCAO/R + *Lrg1*^−/−^ mice compared to MCAO/R + WT mice

Next, we explored the effects of *Lrg1* knockout on different cell types. First, using ROGUE, we observed that compared to the cell composition in WT mice, the cell composition in *Lrg1*^−/−^ mice showed lower expression heterogeneity after MCAO/R (Fig. 3D). Furthermore, we identified the differentially expressed genes (DEGs) in different cell populations in WT and *Lrg1*^−/−^ mouse brains. 

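ROGUE values were computed per mouse for the 13 cell types with at least 20 cells in at least 3 MCAO/R libraries and at least 1 of each group, where 1 stands for a homogeneous population. The mean was higher in the MCAO/R + *Lrg1*-/- group in 10 of 13 cell types, and in 7 of these every mouse of the MCAO/R + *Lrg1*-/- group lay above every mouse of the MCAO/R + WT group. Chance gives this in 10% of cell types with 3 mice against 2 and more often in pericytes (2 against 2) and oligodendrocyte precursor cells (2 against 1). Neurons had a ROGUE of 0.564 ± 0.0528 (SD, n = 3) in the MCAO/R + *Lrg1*-/- group and 0.358 ± 0.0133 (SD, n = 2) in the MCAO/R + WT group (exact permutation test, p = 0.1). Microglial cells differed by less than the spread between mice, with 0.533 ± 0.0712 (SD, n = 3) and 0.516 ± 0.0939 (SD, n = 2), respectively (exact permutation test, p = 0.8). Macrophages, neutrophils and T cells had the lower mean in the MCAO/R + *Lrg1*-/- group. When every cell was thinned to 1000 UMIs, the mean was higher in the MCAO/R + *Lrg1*-/- group in 1 of 13 cell types, and this was the alternative that moved the count most. With equal numbers of cells per library, the count was 9 of 13.

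**Figure D1:**
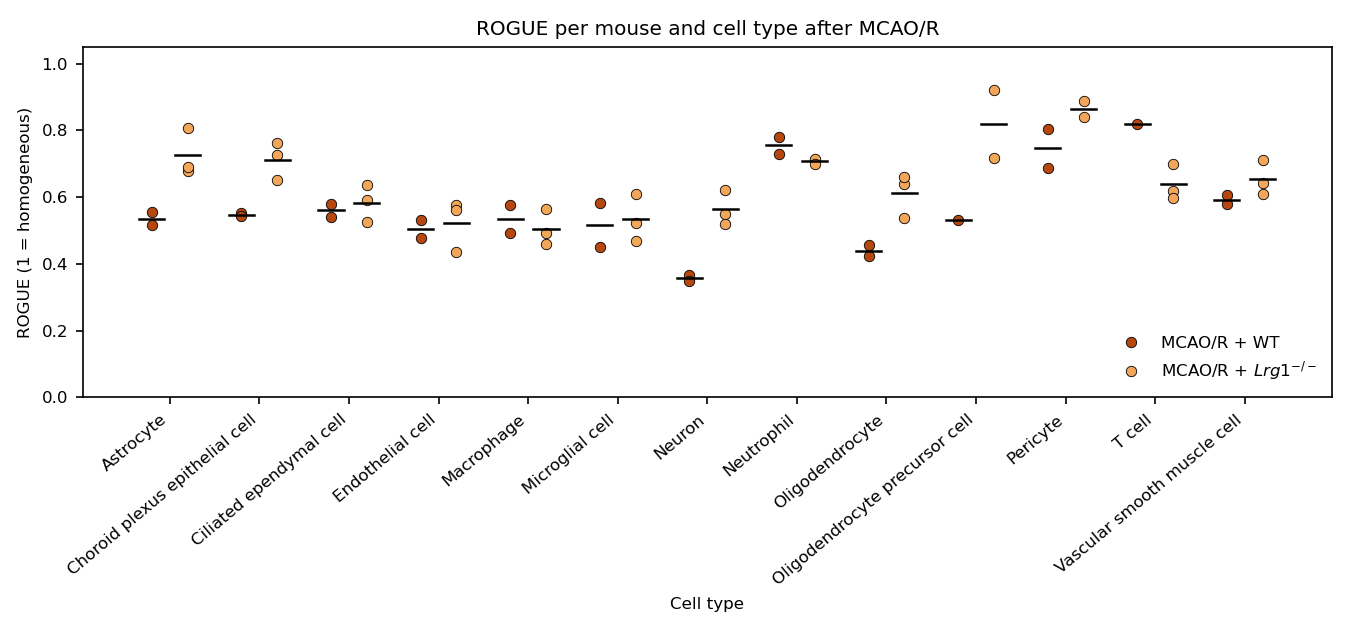
ROGUE per mouse (points) and its mean (bars) for each cell type in the MCAO/R + WT group and the MCAO/R + *Lrg1*-/- group, on an axis from 0 to 1 where 1 is a homogeneous population. Neurons lie at 0.564 on average in the MCAO/R + *Lrg1*-/- group and at 0.358 in the MCAO/R + WT group, whereas microglial cells of the groups overlap.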

As shown in Fig. 3E, we observed that many cell types showed a large number of DEGs (average of 817 DEGs), with the largest number observed in T cells, ependymocytes, macrophages, oligodendrocytes, and endothelial cells (Fig. 3E). 

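Between the MCAO/R + *Lrg1*-/- group and the MCAO/R + WT group, a gene was called a DEG at an adjusted p below 0.05 in edgeR and an absolute natural-log fold change above 0.25. The 13 cell types tested had 1820 DEGs on average and a median of 788, with 8 cell types above 500. The counts ran from 6 in neutrophils to 5029 of 16,038 genes tested in oligodendrocytes, where 2516 genes were higher and 2513 lower in the MCAO/R + *Lrg1*-/- group. Choroid plexus epithelial cells had 3085 DEGs, which fell to 12 under the limit of 10% mitochondrial UMIs and to 337 without MCAO/R + WT replicate 2. T cells had 38 DEGs, and their comparison rested on 823 cells from 3 mice against 21 cells from 1 mouse. Oligodendrocyte precursor cells had 56 DEGs, from 50 cells of 2 mice against 33 cells of 1 mouse and without a sham library in the fit. Both cell types enter the mean and the other values over 13 cell types. Bonferroni adjustment lowered the mean most, to 71.8 DEGs per cell type. Without MCAO/R + WT replicate 2, the count in oligodendrocytes was 2177. Transcripts whose level in a cell type was under 10% of that in another type, and which free RNA can carry into its droplets, made up 28.1% of the DEGs of oligodendrocytes. The haemoglobin transcripts *Hba-a1*, *Hba-a2*, *Hbb-bs* and *Hbb-bt* were called higher in 13 of 13 cell types. In oligodendrocytes, the largest decreases among genes lower in every mouse were in *Ptprr* (log2 fold change −5.66), *Setdb2* (−3.97) and *Gpc6* (−3.82).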

B cells and choroid plexus capillary endothelial cells had fewer DEGs (Fig. 3E). 

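B cells and choroid plexus capillary endothelial cells were not compared in this way, because the comparison asked for 20 cells in at least 3 MCAO/R libraries and at least 1 of each group. The MCAO/R + WT group held 10 and 7 B cells in its 2 mice, and 1 library of each MCAO/R group reached 20 choroid plexus capillary endothelial cells. Counting only the genes detected in at least 10% of the cells of either group whose pooled means differed by the fold limit, without a test, gave 1788 genes in B cells (81 against 17 cells) and 2108 in choroid plexus capillary endothelial cells (36 against 40 cells). Without a test, this count also takes in differences by chance, which are larger where cells are few, so it was not compared with that of larger cell types.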

To confirm whether the transcriptional profile changes after *Lrg1* knockout are consistent across different cell types, we investigated the overlap of differentially expressed genes (DEGs) in various cell types. As shown in Fig. 3F, we observed that a significant proportion of DEGs (52% in upregulated DEGs and 33% in downregulated DEGs of the *Lrg1*^*−/−*^ group after MCAO/R) were altered exclusively in a single cell type. These findings suggest that different cell types exhibits distinct changes in gene expression profiles following *Lrg1* knockout, and the changes induced by Lrg1 differ across different cell populations. Therefore, we focused on deciphering the expression profile changes in different cell types. 

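Over the 13 cell types, 5686 genes were called higher in the MCAO/R + *Lrg1*-/- group in at least 1 type, and 2895 of them, or 50.9% (95% Clopper-Pearson interval 49.6 to 52.2), were called in a single type. Of 6677 genes called lower, 4104 were called in a single type, or 61.5% (60.3 to 62.6). The intervals cover counting error alone, and genes are not independent replicates. A gene missing from a cell type's calls was not shown to be unchanged there, because cell numbers set how many genes could be called. Thinning every cell to 1000 UMIs moved these shares most among the alternatives that keep all libraries, apart from the Bonferroni adjustment, to 65.1% of the genes called higher and 77.7% of those called lower. At the other end, 349 genes were called higher and 86 lower in 6 or more cell types. *Lrg1* itself was called lower in 9 cell types, which alone does not show that each of these types expresses it. In the MCAO/R + WT group, its mean level was 25.6 CPM in microglial cells against 477 CPM in endothelial cells. Free RNA from other cells was therefore not excluded as the source of *Lrg1* in microglial cells.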

Overall, our results suggest that *Lrg1* knockout changes the expression profiles of different cell types and that its effects on different cell compositions vary.

### Conventional knockout of Lrg1 restricts the BBB dysfunction after cerebral ischemia‒reperfusion injury

Prior studies have shown that following cerebral ischemia‒reperfusion injury, the connections between components of the blood‒brain barrier become disrupted, leading to a series of symptoms, such as brain edema [8, 28]. 

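Among the cells of the BBB, edgeR called 3870 DEGs in endothelial cells, 1791 in vascular smooth muscle cells, 788 in pericytes and 407 in astrocytes between the MCAO/R + *Lrg1*-/- group and the MCAO/R + WT group. These calls rested on 10,479 endothelial cells, 1145 vascular smooth muscle cells and 1245 astrocytes of both groups, and on 119 pericytes from 2 mice of the MCAO/R + *Lrg1*-/- group and 895 from the MCAO/R + WT group. The counts depended on single mice. Without MCAO/R + WT replicate 2, they were 926 in endothelial cells, 579 in vascular smooth muscle cells and 86 in astrocytes, and without MCAO/R + *Lrg1*-/- replicate 2, the count in pericytes was 98. The largest decreases in endothelial cells among genes lower in every mouse, after *Lrg1*, were in *Doc2b* (log2 fold change −4.29) and *Ccn2* (−2.78), and the largest increases were in *Hbb-bt* (6.91), *Hbb-bs* (6.17) and *Hba-a2* (5.68).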

Through differential gene analysis (Fig. 3E), we observed that the blood‒brain barrier cell composition had a greater number of DEGs after *Lrg1* knockout. This finding prompted us to investigate the effect of *Lrg1* knockout on the BBB. We extracted the constituent cells of the BBB, including astrocytes, vascular smooth muscle cells, pericytes, and endothelial cells, and used a Venn diagram to visualize the overlap of upregulated genes after *Lrg1* knockout (Fig. 4A). The Venn diagram results suggested that there are many nonoverlapping DEGs among the different blood‒brain barrier cell types after *Lrg1* knockout, indicating that these cells exhibit different changes (Fig. 4A). In addition, we observed 99 genes that showed consistent changes in these cell types. Furthermore, we performed pathway enrichment analysis on these 99 genes. 

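Of the genes higher in the MCAO/R + *Lrg1*-/- group, 2148 were called in endothelial cells, 940 in vascular smooth muscle cells, 458 in pericytes and 210 in astrocytes. Together these were 2544 genes, of which 1713, or 67.3%, were called in 1 of the 4 cell types and 80 in all 4. The shared count was 6 without MCAO/R + WT replicate 2, which moved it most among the single libraries, and 167 without the filter on low counts. Transcripts that free RNA can carry between droplets, by the limit of 10% of the level in another cell type, made up 29 of the 80 genes in all 4 cell types and 50 of them in at least 1. This leaves 30 genes clear of this limit in every one of the 4. Passing the limit does not exclude free RNA as the source of these genes. Some of them, such as *Aif1* and *Capg*, had their highest level in macrophages, and others, such as *Rpl5*, in T cells.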

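The 80 genes called higher in endothelial cells, vascular smooth muscle cells, pericytes and astrocytes of the MCAO/R + *Lrg1*-/- group were compared with gene lists fixed beforehand, against a background of the 9407 genes tested in all 4 cell types. Ribosomal protein genes made up 11 of the 80, out of 77 in the background (one-sided Fisher's exact test, p = 3.52e-11). All 4 haemoglobin transcripts and 4 of 4 choroid plexus transcripts used as tracers of free RNA were also among the 80 (one-sided Fisher's exact test, p = 4.85e-09 for each list). None of the 81 oxidative phosphorylation genes and none of *Cldn11*, *Itgb5*, *Anxa2* and *Pcdh9* was called in all 4 cell types. Gene Ontology terms for cell adhesion and oxidant detoxification were not analysed here.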

The pathway enrichment analysis revealed that these associated genes include ribosome, positive regulation of cell adhesion, and cellular oxidant detoxification (Fig. 4B). A weakened connection between BBB components can lead to the development of brain edema after cerebral ischemia‒reperfusion injury. Moreover, we observed that the expression levels of some cell adhesion molecules, such as claudin 11, integrin β5, annexin A2, and protocadherin 9, were increased in the BBB cells of *Lrg1*^−/−^ mice compared with those of WT mice after MCAO/R (Fig. 4C) [29–31]. 

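*Cldn11* (ENSMUSG00000037625, chromosome 3 of GRCm38, 31,149,920 to 31,164,324) was higher in pericytes of the MCAO/R + *Lrg1*-/- group, with 125 ± 51.2 CPM (SD, n = 2) against 37.0 ± 15.5 CPM (SD, n = 2) in the MCAO/R + WT group, a log2 fold change of 1.68 (SE 0.39, edgeR adjusted p = 0.0146). In vascular smooth muscle cells, it was 89.3 ± 27.3 CPM (SD, n = 3) against 23.5 ± 20.7 CPM (SD, n = 2), a log2 fold change of 1.89 (SE 0.45, adjusted p = 0.0106). Its log2 fold changes of 2.01 in endothelial cells (adjusted p = 0.0619) and 2.80 in astrocytes (adjusted p = 0.129) did not pass the threshold, although every mouse of the MCAO/R + *Lrg1*-/- group lay above every mouse of the MCAO/R + WT group in all 4 cell types. *Pcdh9* (ENSMUSG00000055421, chromosome 14, 93,013,410 to 93,890,679) was called higher in pericytes (log2 fold change 1.99, SE 0.47, adjusted p = 0.0160) and in vascular smooth muscle cells (1.56, SE 0.41, adjusted p = 0.0181), higher in every mouse, but not in endothelial cells (1.69, adjusted p = 0.0690) or astrocytes (0.35, adjusted p = 0.545). *Anxa2* (ENSMUSG00000032231, chromosome 9, 69,453,620 to 69,491,795) was called higher in endothelial cells alone, with 418 ± 102 CPM (SD, n = 3) against 250 ± 94.0 CPM (SD, n = 2), a log2 fold change of 0.80 (SE 0.25, adjusted p = 0.0413). *Itgb5* (ENSMUSG00000022817, chromosome 16, 33,829,665 to 33,949,338) was not called in any of the 4 cell types, with log2 fold changes of 1.12 in endothelial cells (adjusted p = 0.0794), 0.29 in astrocytes, 0.25 in vascular smooth muscle cells and −0.09 in pericytes. Of the 16 combinations of gene and cell type, the 5 calls depended on single mice. The call of *Cldn11* in pericytes was lost in 2 of 5 fits with a library left out, with an adjusted p of up to 0.0852, and in vascular smooth muscle cells its log2 fold change ranged from 1.19 to 3.31 over these fits. The log2 fold change of *Pcdh9* in pericytes fell to 1.27 without MCAO/R + *Lrg1*-/- replicate 5, and that in vascular smooth muscle cells to 0.93 without the same mouse. *Anxa2* in endothelial cells was called in 2 of the 5 fits, with a log2 fold change of 0.43 without MCAO/R + WT replicate 2. In the other direction, *Cldn11*, *Itgb5* and *Pcdh9* were each called in endothelial cells in 1 of the 5 fits. Fitting the MCAO/R groups without the sham groups removed all 5 calls, with the adjusted p of *Anxa2* in endothelial cells at 0.114. In the MCAO/R + *Lrg1*-/- group, the *Cldn11* level in pericytes and vascular smooth muscle cells was a median of 1.20 times the level that 7 oligodendrocyte transcripts in the same cells would bring as free RNA, and that of *Pcdh9* was 0.886 times.

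**Figure D2:**
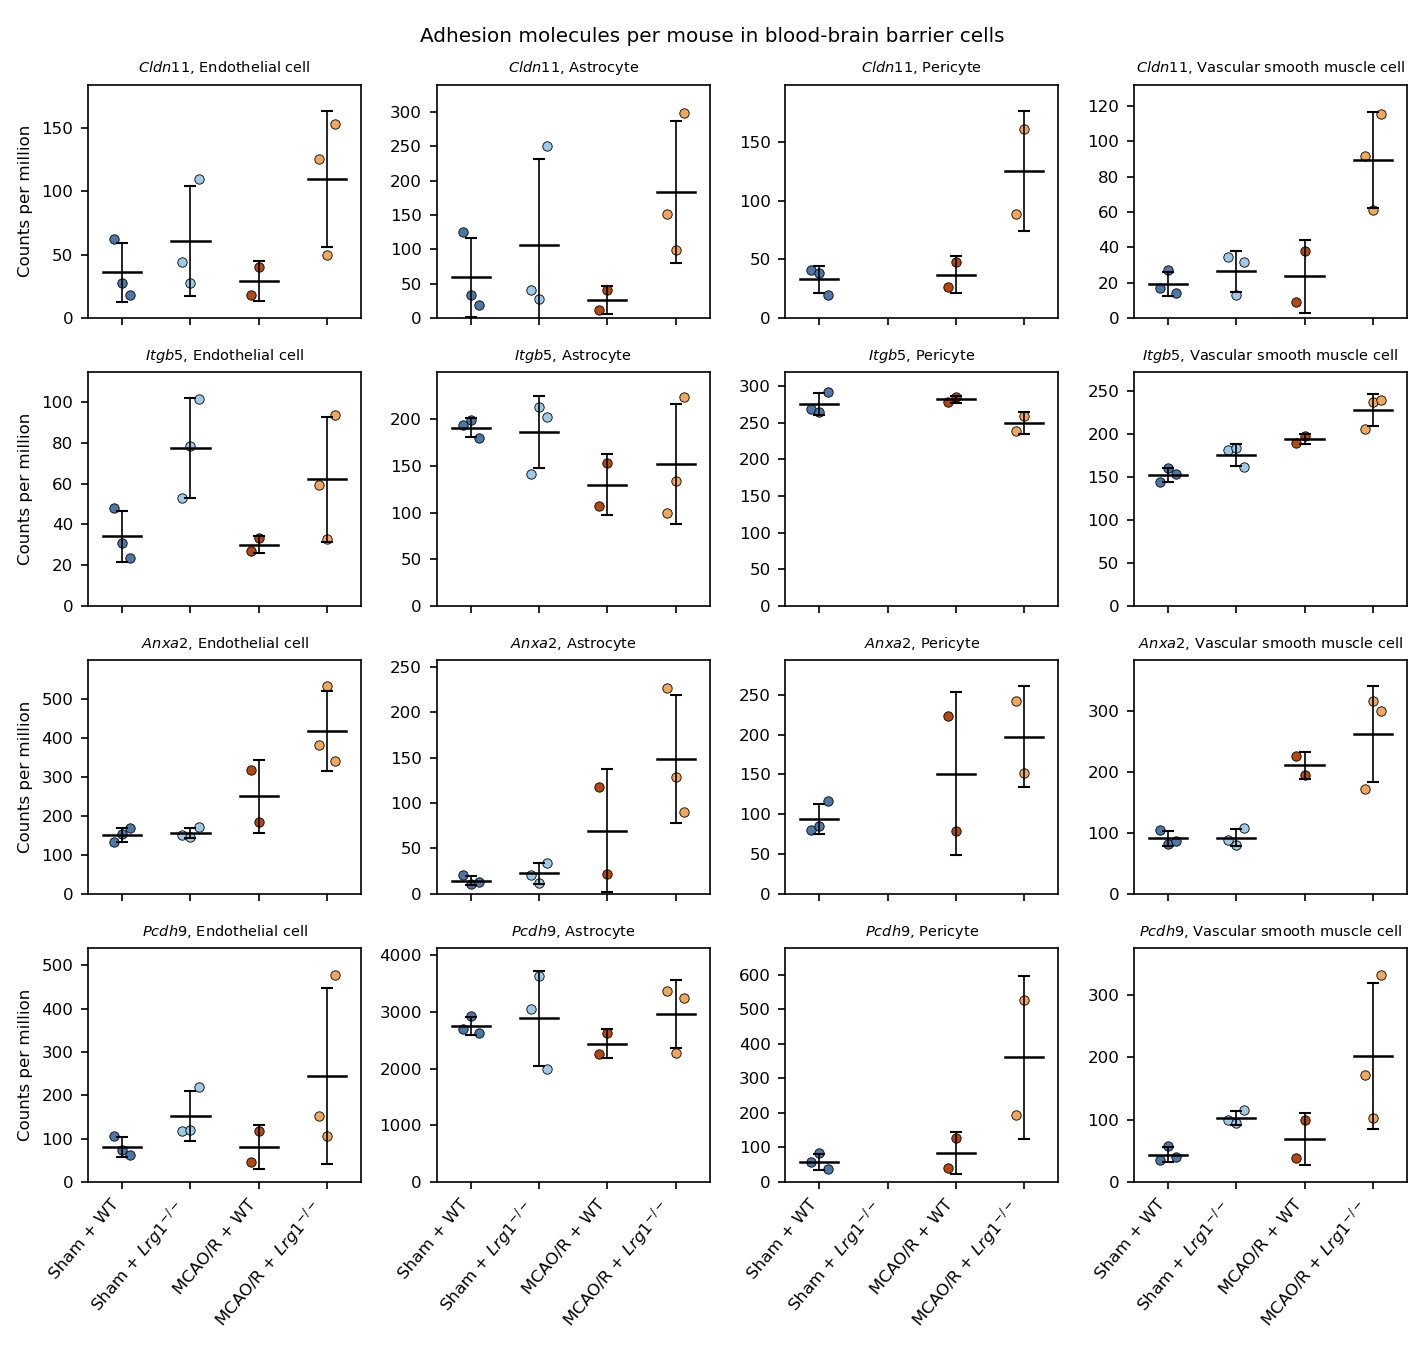
CPM of *Cldn11*, *Itgb5*, *Anxa2* and *Pcdh9* per mouse (points) with mean and SD in the BBB cell types of the 4 groups, each panel on its own axis from 0. No mouse of the sham + *Lrg1*-/- group had 20 pericytes, and *Cldn11* in pericytes averages 125 CPM in the MCAO/R + *Lrg1*-/- group against 37.0 CPM in the MCAO/R + WT group.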

Subsequently, we used immunofluorescence to examine the protein expression of cell adhesion-related proteins in endothelial cells in brain tissues of different groups. As shown in Fig. 4D–G, compared to WT mice, *Lrg1*^−/−^ mice exhibited increased protein levels of cell adhesion-related molecules, including Cldn11 (Fig. 4D), Anxa2 (Fig. 4E), Pcdh9 (Fig. 4F), and Itgb5 (Fig. 4G), in endothelial cells after cerebral ischemia‒reperfusion injury. These results suggest that Lrg1 can regulate the expression of these cell adhesion-related molecules in endothelial cells.

**Fig. 4:**
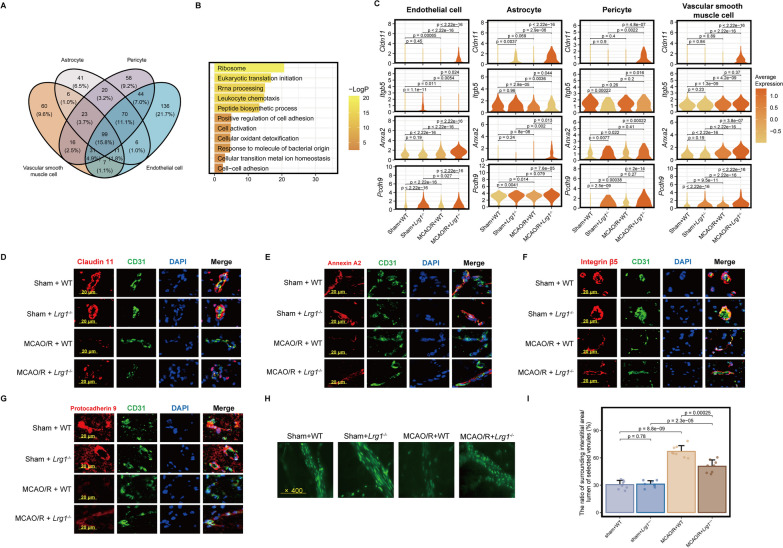
*Lrg1* knockout reduces BBB dysfunction after cerebral ischemia‒reperfusion injury in mice. **A** Venn diagram illustrating the overlapping differentially expressed genes in BBB constituent cells (upregulated in brain tissue of *Lrg1*^−/−^ mice after cerebral ischemia‒reperfusion injury compared to WT mice). **B** Pathway enrichment analysis results of the 99 overlapping differentially expressed genes of BBB constituent cells. **C** Violin plots displaying the expression of intercellular adhesion molecules in BBB constituent cells of different groups and colored according to the standardized expression median. **D**–**G** Representative immunofluorescence images showing the protein expression of Claudin 11, Annexin A2, Integrin β5, and Protocadherin 9 in the brain tissues of mice from different groups. Scale bar = 20 μm. **H** Microvascular albumin leakage test showing the change in albumin leakage in the venules of the brain tissues from different mouse groups. **I** Error bar graph showing the results of the microvascular albumin leakage test in different groups. Data are expressed as the mean ± SD, *n* = 8. Scale bar = 400 ×

Furthermore, by injecting FITC-labeled albumin through the tail vein, we measured the permeability of cerebral venule in different group. According to the statistical data of fluorescence intensity, the ratio of surrounding interstitial area (Ii) fluorescence intensity to the fluorescence intensity of the lumen of selected venules (Iv) in the same area increased after MCAO/R (Ii/Iv: sham + WT: 30.56 ± 4.75%, MCAO/R + WT: 67.01 ± 6.38%), indicating that vascular damage led to increased permeability (Fig. 4H, I). However, *Lrg1* knockout attenuated this leakage and decreased the proportion of fluorescent leakage to levels significantly lower than that observed in the MCAO/R + WT group (Ii/Iv: MCAO/R + *Lrg1*^−/−^: 50.80 ± 6.88%, MCAO/R + WT: 67.01 ± 6.38%, Fig. 4H, I). The findings presented herein suggest that *Lrg1* knockout attenuate the disruption of the BBB following cerebral ischemia‒reperfusion injury in cerebral tissue.

### *Lrg1* knockout shifts microglial cells and macrophages from a proinflammatory state to an anti-inflammatory and tissue repair-promoting state after cerebral ischemia‒reperfusion injury

Microglial cells are acknowledged as macrophages resident central nervous system (CNS), that play roles in sustaining and nourishing the CNS as well as immune surveillance [32, 33]. Through differential gene analysis (Fig. 3E), we observed that microglial cells and macrophages had a greater number of DEGs after *Lrg1* knockout, prompting us to investigate the effect of *Lrg1* knockout on these cells. 

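In microglial cells, 1977 genes were higher and 1949 lower in the MCAO/R + *Lrg1*-/- group than in the MCAO/R + WT group, out of 18,389 genes tested, and in macrophages 1966 genes were higher and 1884 lower out of 11,173. Thinned to 1000 UMIs per cell, microglial cells kept 48.2% of their DEGs, none in the opposite direction. Without MCAO/R + WT replicate 2, the counts fell to 1948 DEGs in microglial cells and 1982 in macrophages. In microglial cells, the largest decreases among genes lower in every mouse were in *Tmem154* (log2 fold change −4.82), *Ifnb1* (−4.38) and *Ifih1* (−4.15), and the largest increases were in *Xist*, which was near 0 in the MCAO/R + WT group (0.0412 and 0.0499 CPM), *Hba-a2* (9.37) and *Hbb-bt* (9.36). In macrophages, *Iqcn* (−6.35), *Pik3ip1* (−5.08) and *Hist1h2ac* (−5.05) decreased most. The macrophages of the groups lay in 3 clusters in different proportions. A cluster led by *Arg1*, *F13a1* and *Lyz2* held 2.53% of the cells of the MCAO/R + *Lrg1*-/- group and 0.221% of those of the MCAO/R + WT group. A cluster led by *Mrc1*, *F13a1* and *Cd36* held 0.326% and 1.49%, respectively. Another, led by *Pparg*, *Adgre4* and *Cd36*, held 0.215% and 0.0236%. The macrophage comparisons were not made within clusters, so different proportions of the clusters cannot be told apart from changes within them.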

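*Il6* (ENSMUSG00000025746, chromosome 5 of GRCm38, 30,013,114 to 30,019,981) was lower in microglial cells of the MCAO/R + *Lrg1*-/- group, with 5.56 ± 0.945 CPM (SD, n = 3) against 31.3 ± 17.8 CPM (SD, n = 2) in the MCAO/R + WT group, a log2 fold change of −2.45 (SE 0.32, edgeR adjusted p = 0.000278). It remained called in all 5 fits with an MCAO/R library left out. In macrophages, *Il6* did not differ (log2 fold change 0.13, SE 0.74, adjusted p = 0.912), and its sign changed without MCAO/R + WT replicate 2 (−0.64). *Tnf* (ENSMUSG00000024401, chromosome 17, 35,199,381 to 35,202,007) was not different in microglial cells, with 729 ± 157 CPM (SD, n = 3) against 814 ± 183 CPM (SD, n = 2), a log2 fold change of −0.14 (SE 0.24, adjusted p = 0.722) that turned to 0.10 without MCAO/R + WT replicate 1. It was lower in macrophages in every mouse of the MCAO/R + *Lrg1*-/- group, with 146 ± 13.2 CPM (SD, n = 3) against 317 ± 122 CPM (SD, n = 2), a log2 fold change of −1.15 (SE 0.31, adjusted p = 0.0111), but −0.72 (adjusted p = 0.162) without MCAO/R + WT replicate 1. *Cd86* (ENSMUSG00000022901, chromosome 16, 36,603,869 to 36,666,081) was lower in every mouse of the MCAO/R + *Lrg1*-/- group in both cell types, from 2111 ± 64.6 to 610 ± 72.0 CPM in microglial cells (log2 fold change −1.77, SE 0.15, adjusted p = 1.22e-05) and from 2759 ± 138 to 540 ± 143 CPM in macrophages (−2.37, SE 0.31, adjusted p = 0.000168). After sham surgery, *Cd86* and *Il6* were also lower in microglial cells of *Lrg1*-/- mice, with log2 fold changes of −1.17 (adjusted p = 7.62e-05) and −1.68 (adjusted p = 0.00470).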

Our differential gene analysis revealed that microglial cells and macrophages in WT mice exhibited higher expression levels of proinflammatory molecules (interleukin 6, tumor necrosis factor ɑ, Fig. 5A, B) and M1-type macrophage markers (*Cd86*, Fig. 5A, B) compared with *Lrg1*^−/−^ mice after MCAO/R [34, 35]. In contrast, microglial cells and macrophages in the MCAO/R + *Lrg1*^−/−^ group had higher expression levels of anti-inflammatory molecules (*Il10*, Fig. 5A and B) and tissue repair-promoting molecules (*Arg1*, Fig. 5A, B) compared with the MCAO/R + WT group [36]. 

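In macrophages of the MCAO/R + *Lrg1*-/- group, *Il10* (ENSMUSG00000016529, chromosome 1 of GRCm38, 131,019,845 to 131,024,974) was measured at 54.0 ± 14.4 CPM (SD, n = 3) against 20.0 ± 15.2 CPM (SD, n = 2) in the MCAO/R + WT group, a log2 fold change of 1.34 (SE 0.47, adjusted p = 0.0432). This was called in 2 of 5 fits with a library left out and fell to 0.80 (adjusted p = 0.295) without MCAO/R + WT replicate 2. In microglial cells, the difference in *Il10* did not pass the threshold (log2 fold change 0.39, SE 0.24, adjusted p = 0.273). *Arg1* (ENSMUSG00000019987, chromosome 10, 24,915,221 to 24,927,484) was higher in macrophages, with 1351 ± 1294 CPM (SD, n = 3) against 73.2 ± 63.7 CPM (SD, n = 2), a log2 fold change of 4.13 (SE 1.11, adjusted p = 0.0141). The mice of the groups overlapped and the call was lost without MCAO/R + WT replicate 1 (3.41, adjusted p = 0.101). In microglial cells, *Arg1* rose in every mouse from 1.87 ± 0.638 CPM (SD, n = 2) to 14.5 ± 7.98 CPM (SD, n = 3), a log2 fold change of 3.00 (SE 0.46, adjusted p = 0.000733), a level at which free RNA from macrophages in the same libraries was not excluded.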

Using immunofluorescence, we observed that microglial cells in *Lrg1*^−/−^ mice exhibited lower protein expression levels of proinflammatory cytokines, such as interleukin 6 and tumor necrosis factor ɑ, than those in WT mice (Fig. 5C, D). We also observed that microglial cells in *Lrg1*^−/−^ mice exhibited higher expression of molecules associated with phagocytic function (*C1qb*), but macrophages in the WT mice did not show this characteristic (Fig. 5A, B) [37].

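*C1qb* (ENSMUSG00000036905, chromosome 4 of GRCm38, 136,880,129 to 136,886,187) did not differ in microglial cells, with 5526 ± 1295 CPM (SD, n = 3) in the MCAO/R + *Lrg1*-/- group and 5406 ± 628 CPM (SD, n = 2) in the MCAO/R + WT group, a log2 fold change of 0.05 (SE 0.18, adjusted p = 0.878). Its sign changed in fits without single mice, to −0.11 without MCAO/R + WT replicate 2. In macrophages, *C1qb* was lower in the MCAO/R + *Lrg1*-/- group, with 2287 ± 352 CPM (SD, n = 3) against 3554 ± 1115 CPM (SD, n = 2), a log2 fold change of −0.67 (SE 0.22, adjusted p = 0.0287). This call was held in 3 of 5 fits with a library left out and was lost without MCAO/R + WT replicate 1, where the log2 fold change was −0.34 (adjusted p = 0.345).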

**Fig. 5:**
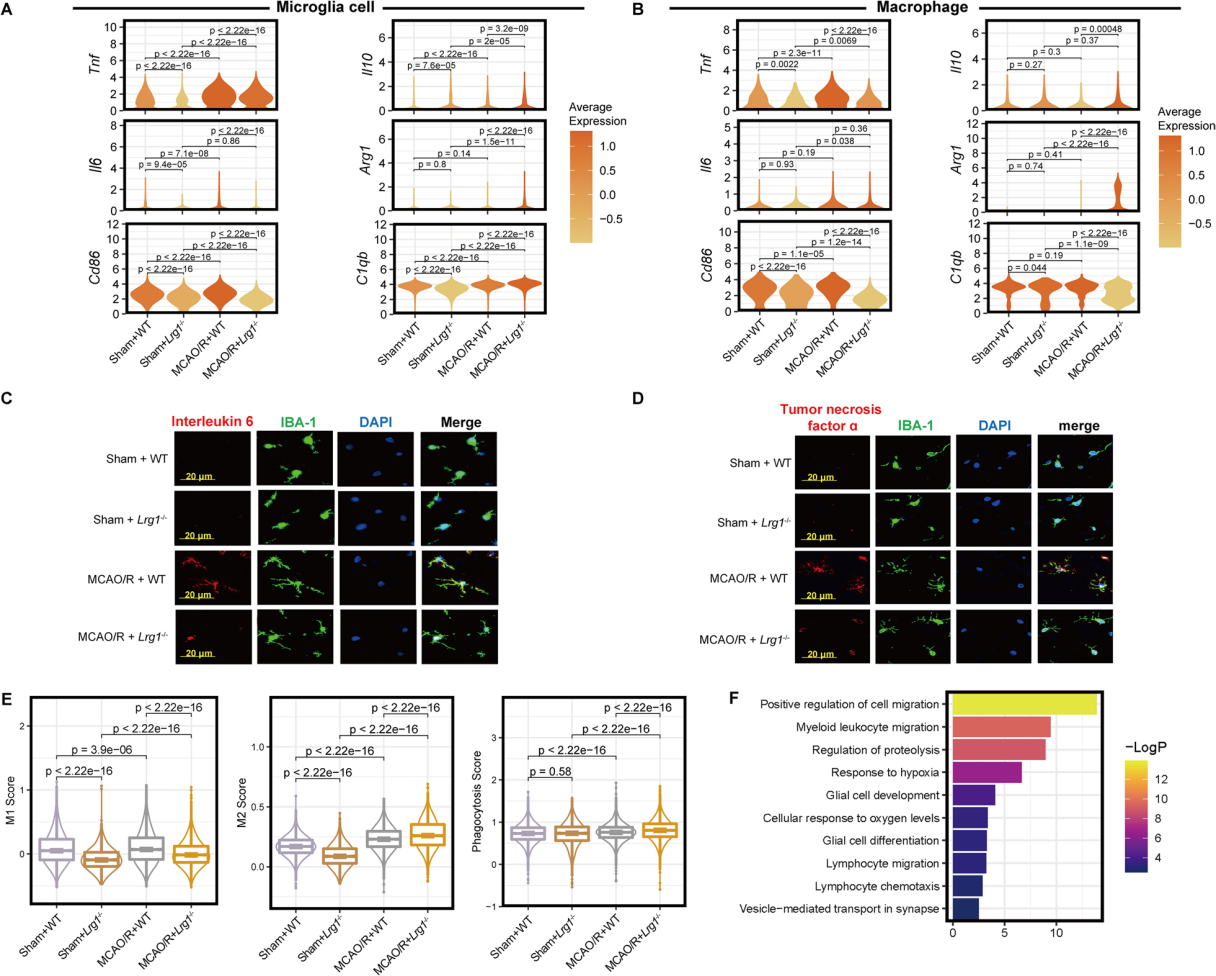
*Lrg1* knockout alters the functional state of microglial cells and macrophages after cerebral ischemia‒reperfusion injury in mice. **A** Violin plot showing the expression of functional molecules in microglial cells of different groups. The coloring is based on the standardized median expression of each group. **B** Violin plot exhibiting the expression of functional molecules in macrophages of different groups. The coloring is based on the standardized median expression of each group. **C** Representative images showing interleukin 6 protein expression in the brain tissues of mice from different groups. Scale bar = 20 μm. **D** Representative images showing tumor necrosis factor α protein expression in the brain tissues of mice from different groups. Scale bar = 20 μm. **E** Box plot showing the functional state score of microglial cells from different groups. **F** Pathway enrichment analysis of upregulated differentially expressed genes in microglial cells in brain tissues of *Lrg1*^−/−^ mice after MCAO/R compared with WT mice after MCAO/R

Furthermore, we used various functional scores to measure the functional states of microglial cells and macrophages in different groups (Fig. 5E). Functional scores showed that microglial cells and macrophages in *Lrg1*^−/−^ mice were more M2 biased than those in WT mice after MCAO/R. The microglial cells of *Lrg1*^−/−^ mice also had stronger phagocytic ability than the microglial cells of WT mice after MCAO/R (Fig. 5E). 

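Module scores were averaged per mouse over lists of 15 M1, 31 M2 and 4 phagocytosis genes. The M1 score of microglial cells was 0.116 ± 0.0119 (SD, n = 3) in the MCAO/R + *Lrg1*-/- group and 0.235 ± 0.0310 (SD, n = 2) in the MCAO/R + WT group, a difference larger than the spread between mice (exact permutation test, p = 0.1). The M2 score of microglial cells was 0.274 ± 0.0400 (SD, n = 3) against 0.259 ± 0.0309 (SD, n = 2), which lay within the spread (exact permutation test, p = 0.8). The phagocytosis score was 0.819 ± 0.00746 (SD, n = 3) against 0.831 ± 0.0336 (SD, n = 2; exact permutation test, p = 0.7). In macrophages, neither the M1 score (difference −0.0104, exact permutation test, p = 0.9) nor the M2 score (0.0262, exact permutation test, p = 0.5) differed beyond the spread. The phagocytosis score fell from 1.68 ± 0.00178 (SD, n = 2) to 0.421 ± 0.135 (SD, n = 3; exact permutation test, p = 0.1). This fall was not tested apart from the macrophage clusters, whose proportions differed between the groups. The M1 score of microglial cells was also lower in the sham + *Lrg1*-/- group than in the sham + WT group, with a difference of −0.170 (exact permutation test, p = 0.1). Tested as a list on the summed counts with limma's fry, which rotates residuals, the M1 genes were lower in microglial cells of the MCAO/R + *Lrg1*-/- group (14 genes, median log2 fold change −0.62, mean −0.39, 4 of 14 positive), and the M2 genes were not different in either cell type. The 4 phagocytosis genes were lower in macrophages (median log2 fold change −2.26, 0 of 4 positive). In microglial cells they were not called (median −0.30, 2 of 4 positive), apart from the fits without MCAO/R + WT replicate 2 and without MCAO/R + *Lrg1*-/- replicate 2. Thinning to 1000 UMIs moved the phagocytosis difference in microglial cells from −0.0120 to 0.00904, and without MCAO/R + WT replicate 2 it was 0.0118. Without MCAO/R + WT replicate 2, the M2 difference turned to −0.00686 in microglial cells and to −0.00407 in macrophages, and without MCAO/R + WT replicate 1, the M1 difference in macrophages turned to 0.0322. The scores were not corrected for free RNA, which can add to them, and protein levels were not analysed here. From its findings, the paper proposes that loss of Lrg1 lowers the proinflammatory functions of microglial cells and macrophages and raises their capacity to restrain inflammation and repair tissue.

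**Figure D3:**
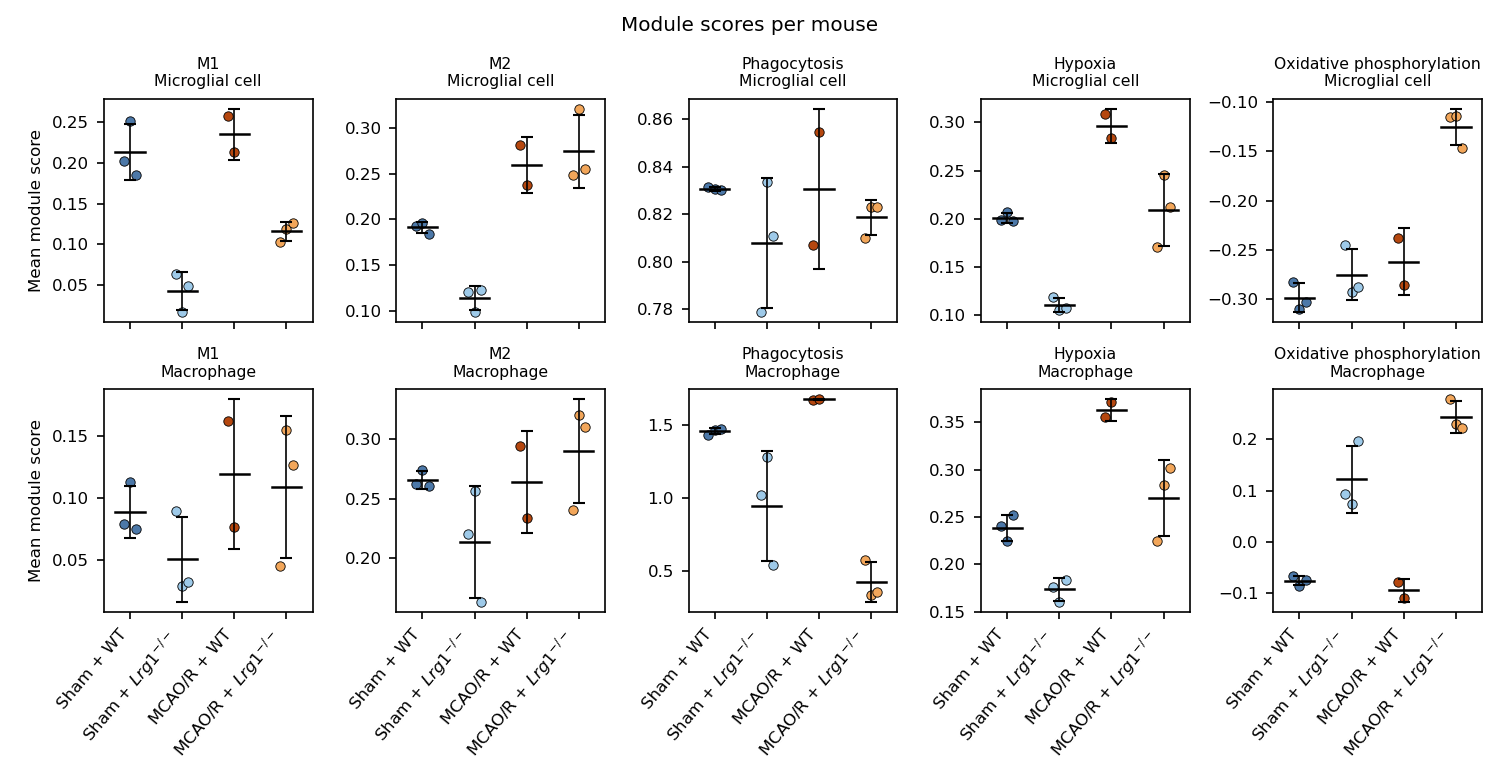
Mean module score per mouse (points) with mean and SD for M1, M2, phagocytosis, hypoxia and oxidative phosphorylation genes in microglial cells and macrophages of the 4 groups, each panel on its own axis. The M1 scores of microglial cells lie near 0.116 in the MCAO/R + *Lrg1*-/- group and 0.235 in the MCAO/R + WT group, and the M2 scores overlap.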

The findings indicate that *Lrg1* knockout leads to a reduction in the proinflammatory functions of microglial cells and macrophages along with an increase in their ability to suppress inflammation and promote tissue repair.

In addition, we performed pathway enrichment analysis on the upregulated DEGs in microglial cells of *Lrg1*^−/−^ mice. The results showed that microglial cells of *Lrg1*^−/−^ mice were associated with various biological processes, such as positive regulatory mechanisms of cell migration, response to hypoxia, and glial cell development (Fig. 5F). These results suggest that *Lrg1* knockout may affect biological processes, such as movement, response to hypoxia, and differentiation of microglial cells.

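Gene Ontology terms for migration and glial development were not analysed here. For hypoxia, 50 genes of a list fixed beforehand were tested in microglial cells, and 29 of them had a higher fitted level in the MCAO/R + *Lrg1*-/- group. Their median log2 fold change was 0.09 and their mean −0.04, and fry called no change (adjusted p = 0.332 over the metabolic lists and cell types, limma). The increases with the largest log2 fold changes were in *Xist* and haemoglobin transcripts, and 32.7% of the genes called higher in microglial cells were transcripts that free RNA can carry between droplets.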

### *Lrg1* knockout impacts microglial cell differentiation after cerebral ischemia‒reperfusion injury

Based on pathway enrichment analysis showing that *Lrg1* knockout may impact microglial cell differentiation (Fig. 5F), we analyzed microglial cell differentiation trajectories. First, we performed unsupervised clustering analysis on the obtained microglial cells. 

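Microglial cells were defined by the preset markers in 30,817 cells, and clustering at the resolution of 0.3 divided them into 2 clusters of 17,788 and 13,029 cells. The first was led by *Ifih1*, *Ptpro* and *P2ry12* and the second by *Spp1*, *Lpl* and *Lgals3*, together with *Xist* and haemoglobin transcripts. The number of clusters was 2 at a resolution of 0.2 and 4 at 0.5. Without batch correction it was 5, the alternative that moved it most, and these 5 clusters divided largely by group.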

In total, we obtained 30,973 microglial cells that were clustered into 7 clusters (Fig. 6A). Significant differences in the expression profiles of different clusters were demonstrated through heatmap visualization of the signature genes of different clusters (Fig. 6B). To explore the functions of different microglial subtypes, we first calculated various functional scores for each cluster. We observed that the functional states of different microglial clusters were significantly different (Fig. 6C‒E). Microglia_C2, Microglia_C4, Microglia_C6, and Microglia_C7 had higher M1 scores, whereas Microglia_C1, Microglia_C3, and Microglia_C5 had lower M1 scores (Fig. 6C). Additionally, we observed that Microglia_C6 and Microglia_C7 had higher M2 scores, whereas Microglia_C1, Microglia_C2, Microglia_C3, Microglia_C4, and Microglia_C5 had lower M2 scores (Fig. 6D). These results demonstrated that the phenotype of microglial cells in brain tissue after MCAO/R is more complex and does not simply consist of two polarization groups, M1 and M2. 

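The M1 score, averaged over 11 mice, was 0.105 ± 0.0873 (SD) in the cluster led by *Ifih1* and 0.186 ± 0.129 in the cluster led by *Spp1*. The M2 score was 0.187 ± 0.0392 and 0.216 ± 0.0792, respectively. Within mice, a comparison added after these values were seen, the M1 score was higher in the cluster led by *Spp1* in 10 of 11 mice (mean difference 0.0811 ± 0.0743, SD, n = 11) and the M2 score in 7 of 11 (0.0291 ± 0.0454, SD, n = 11). No test was run, since the clusters were drawn from the same expression values. At a resolution of 0.5, which gave 4 clusters, the scores lay further apart. M1 ranged from 0.0603 ± 0.0853 (SD, n = 10) in a cluster led by *Gm26802* to 0.324 ± 0.144 (SD, n = 10) in a cluster led by *Spp1*, and M2 from 0.166 ± 0.0402 (SD, n = 10) to 0.292 ± 0.0501 (SD, n = 10) in the same clusters.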

Overall, Microglia_C2 and Microglia_C4 were more biased toward the M1 type, whereas Microglia_C6 and Microglia_C7 were more biased toward the M2 type. 

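The phagocytosis score was 0.866 ± 0.0290 (SD, n = 11) in the microglial cluster led by *Ifih1* and 0.776 ± 0.0429 (SD, n = 11) in the cluster led by *Spp1*. Within mice it was lower in the cluster led by *Spp1* in 11 of 11. No test was run on this difference, since the clusters were drawn from the same expression values.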

The results of phagocytic scoring indicated that Microglia_C5 had the highest phagocytic score, suggesting that it has the strongest phagocytic ability (Fig. 6E).

**Fig. 6:**
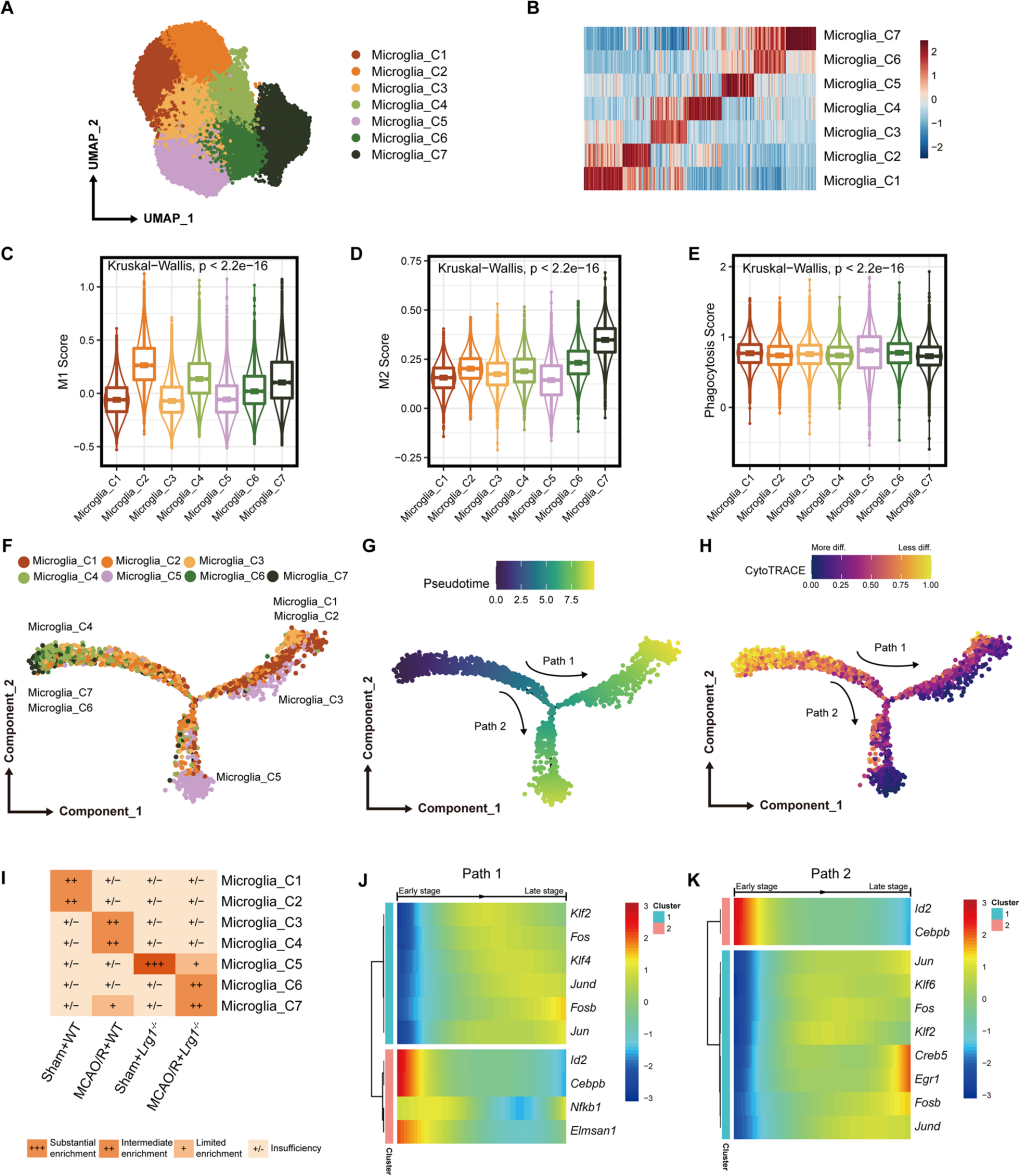
*Lrg1* knockout affects microglial cell maturation after cerebral ischemia‒reperfusion injury in mice. **A** The UMAP plot illustrates the clustering results of microglial cells in brain tissue after MCAO/R. **B** The heatmap depicts the expression of the top 50 differentially expressed genes in distinct microglia subpopulations. **C** The box plot demonstrates the M1 score in microglial cells across different clusters. **D** The box plot exhibits the M2 score in microglial cells across different clusters. **E** The box plot displays the phagocytosis scores in microglia across different clusters. **F** The dot plot demonstrates the distribution of different clusters in the differentiation trajectory plot of microglial cells in Sham + WT group constructed using monocle2. **G** The dot plot illustrates the differentiation trajectories of microglial subpopulations in Sham + WT group drawn by monocle2. The direction of arrows indicates the direction of differentiation and development. **H** The dot plot illustrates the differentiation trajectories of microglial subpopulations in Sham + WT group drawn by CytoTRACE. The direction of arrows indicates the direction of differentiation and development. **I** Heatmap visualizations depicted the enrichment profiles of distinct cell clusters (rows) across diverse groups (columns). The coloration within the cells corresponds to the *R*_o/e_ values, denoting the extent of cell cluster enrichment as delineated below: Insufficiency: *R*_o/e_  ≤ 1; Limited Enrichment: 1 < * R*_o/e_  ≤ 1.5; Intermediate Enrichment: 1.5 < * R*_o/e_  ≤ 3; Substantial Enrichment: *R*_o/e_  > 3. **J** The heatmap illustrates the transcription factors of Path 1 that change with the trajectory in Sham + WT group. Different TF clusters signify TFs with varying expression patterns along the trajectory. **K** The heatmap demonstrates the transcription factors of Path 2 that change with the trajectory in Sham + WT group. Different TF clusters represent TFs with distinct expression patterns along the trajectory

Subsequently, we sought to investigate the differentiation trajectory of microglial cells. We calculated the differentiation trajectories of microglial cells separately in different groups using Monocle 2 and CytoTRACE. 

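Monocle 2 and CytoTRACE were not run. In their place, each microglial cell was thinned to 1000 UMIs and ordered by its mean expression of the 200 genes that followed the number of expressed genes most closely, where a high value stands for a less differentiated state. The mean value per mouse was 0.874 ± 0.0447 (SD, n = 11) in the cluster led by *Ifih1* and 0.881 ± 0.149 (SD, n = 11) in the cluster led by *Spp1*, and within mice it was lower in the cluster led by *Spp1* in 7 of 11 and higher in 4. Branches were not analysed here.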

Combining the results, we observed that microglial cells in the brain tissue followed two differentiation trajectories: one trajectory from Microglia_C4, Microglia_C6, and Microglia_C7 to Microglia_C1, Microglia_C2 and Microglia_C3 (Path 1, Fig. 6F–H and Additional file 4: Fig. S4) and another trajectory from Microglia_C4, Microglia_C6, and Microglia_C7 to Microglia_C5 (Path 2, Fig. 6F–H and Additional file 4: Fig. S4).

Furthermore, we quantified the distribution of different microglial subtypes across various groups by calculating Ro/e values (Fig. 6I). We observed distinct subtype distributions among microglial cells in different groups. Specifically, Microglia_C1 and Microglia_C2 were predominantly enriched in the Sham + WT group (Fig. 6I). Microglial cells from Microglia_C3, Microglia_C4, and Microglia_C7 were enriched in the MCAO/R + WT group (Fig. 6I). 

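Ro/e values, the ratio of observed to expected cell numbers, were computed for the 2 microglial clusters obtained here. For the cluster led by *Ifih1*, Ro/e was 1.61 in the sham + WT group, 0.276 in the sham + *Lrg1*-/- group, 1.16 in the MCAO/R + WT group and 0.0718 in the MCAO/R + *Lrg1*-/- group. For the cluster led by *Spp1*, it was 0.164, 1.99, 0.776 and 2.27, respectively. Per mouse, the cluster led by *Ifih1* made up 93.4% ± 3.44 (SD, n = 3) of microglial cells in the sham + WT group and 18.0% ± 7.11 (SD, n = 3) in the sham + *Lrg1*-/- group. It made up 66.5% ± 28.4 (SD, n = 2) in the MCAO/R + WT group and 7.16% ± 5.78 (SD, n = 3) in the MCAO/R + *Lrg1*-/- group. Every mouse of the MCAO/R + *Lrg1*-/- group lay below every mouse of the MCAO/R + WT group (exact permutation test, p = 0.1). Haemoglobin transcripts were among the genes that set the second cluster apart.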

Microglia_C5 was predominantly enriched in the Sham + *Lrg1*^*−/−*^ group, whereas the MCAO/R + *Lrg1*^*−/−*^ group exhibited a greater abundance of Microglia_C5, Microglia_C6, and Microglia_C7 (Fig. 6I). In conjunction with the previous findings, these results suggest alterations in the differentiation states of microglial cells following MCAO/R or *Lrg1* knockout. In summary, our findings suggest that MCAO/R and Lrg1 may modulate microglial differentiation.

Transcription factors (TFs) shape different cell phenotypes and regulate cell differentiation processes [38]. Therefore, we screened for differentially expressed TFs along the microglial differentiation trajectory. We conducted transcription factor screening in microglial cells from the Sham + WT group (Fig. 6J, K). 

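Transcription factors were correlated per mouse with the thinned ordering of microglial cells, where a positive Spearman rho stands for a higher level in less differentiated cells and hence a decrease with differentiation. The correlations run across the cells of a mouse, and cells are not replicates, so that their sign over mice was compared. In the 3 mice of the sham + WT group, rho averaged −0.0347 ± 0.0136 (SD) for *Id2* and −0.0383 ± 0.0112 for *Cebpb*, and both were negative in every mouse. *Fos* averaged −0.175 ± 0.0310 and *Klf4* −0.0679 ± 0.0119 (SD, n = 3). With the ordering of cells that were not thinned, rho averaged 0.221 for *Id2* and 0.249 for *Cebpb*, positive in every mouse, and it moved from −0.00169 to −0.339 for *Jun* and from 0.0608 to −0.266 for *Egr1*.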

Our results showed that in Path 1, *Id2*, *Cebpb* and other TFs expression decreased with differentiation, whereas the expression of *Fos*, *Klf4*, and other TFs increased with differentiation (Fig. 6J). In Path 2, our results showed that *Id2* and *Cebpb* expression decreased with differentiation, whereas that of *Jun*, *Klf6*, *Egr1*, and other TFs increased with differentiation (Fig. 6K). Furthermore, we validated the majority of these transcription factors exhibiting similar patterns of change in two trajectories within the other three groups (Additional file 5: Fig. S5). These TFs may influence the differentiation of microglia, and Lrg1 may also impact microglial cells by modulating the expression of these TFs.

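Over the 8 mice of the other groups, the thinned ordering gave a negative rho for *Id2* and *Cebpb* in all 8. The sign was positive in 1 of 8 for *Fos*, 4 of 8 for *Klf4*, 5 of 8 for *Jun*, 5 of 8 for *Klf6* and 3 of 8 for *Egr1*. In the 3 mice of the sham + WT group, rho averaged −0.00169 for *Jun*, 0.00169 for *Klf6* and 0.0608 for *Egr1*. Between the MCAO/R + *Lrg1*-/- group and the MCAO/R + WT group, *Fos*, *Jun*, *Klf4*, *Klf6* and *Egr1* were lower in microglial cells in every mouse, with log2 fold changes from −1.15 (*Egr1*, adjusted p = 0.000272) to −1.86 (*Jun*, adjusted p = 1.28e-05) in edgeR. *Id2* (0.21, adjusted p = 0.668) and *Cebpb* (−0.13, adjusted p = 0.683) did not differ. All of the former but *Klf4* (0.11, adjusted p = 0.763) were also lower in the sham + *Lrg1*-/- group than in the sham + WT group. These genes belong to the immediate early response that tissue dissociation can set off.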

### *Lrg1* knockout reduces neuron and oligodendrocyte death after cerebral ischemia‒reperfusion injury

A total of 1782 neurons were obtained in our study. The enriched gene sets of upregulated genes in neurons of WT mice after MCAO/R (compared with neurons of *Lrg1*^−/−^ mice after MCAO/R) showed that *Lrg1* knockout was associated with various processes, such as nucleosome assembly, adjustment of function in processes of apoptosis signal, and modulation of neuron death (Additional file 6: Fig. S6A), indicating that neurons of WT mice after MCAO/R may be more susceptible to cell death compared to neurons of *Lrg1*^−/−^ mice after MCAO/R. Jin et al. reported that Lrg1 overexpression enhances neuronal apoptosis and autophagy after cerebral ischemia‒reperfusion injury, which is consistent with our observations [39].

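Neurons numbered 2426 cells, of which 708 were in the MCAO/R + *Lrg1*-/- group and 582 in the MCAO/R + WT group. *Sox11* was among the leading genes of every neuron cluster, with *Dcx* in the largest and *Top2a* in another. Whether these cells were mature was not tested, so the values may not hold for mature neurons. Between these groups, edgeR called 452 genes higher and 164 lower in the MCAO/R + *Lrg1*-/- group. The counts fell to 42 DEGs without MCAO/R + WT replicate 2 and to 31 without MCAO/R + WT replicate 1. Of the lists fixed beforehand, 49 nucleosome histone genes were lower in the MCAO/R + *Lrg1*-/- group (median log2 fold change −0.76, mean −0.81, 3 of 49 higher), with a rotation p below 0.05 in limma's fry that was lost in 3 of 5 fits with a library left out. The proportions of the neuron clusters also differed. A cluster led by *Sox11*, *Cenpf* and *Top2a* held 0.871% of the cells of the MCAO/R + WT group and 0.0959% of those of the MCAO/R + *Lrg1*-/- group, and the change in histone genes was not tested apart from it. The 57 rRNA processing genes were also lower (median log2 fold change −0.22, 13 of 57 higher), and this was lost in 4 of 5 such fits. For 36 pro-apoptotic genes no change was called, with a median log2 fold change of 0.02 and 18 of 36 higher, but after thinning to 1000 UMIs per cell these genes were lower in the MCAO/R + *Lrg1*-/- group. *Neurod1* (log2 fold change −5.55, adjusted p = 0.00252), *Calb2* (−3.77) and *Lhx2* (−2.36) decreased most among genes lower in every mouse, but *Calb2* and *Lhx2* were each called in 2 of 5 fits with a library left out.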

Oligodendrocytes wrap axons in the central nervous system to form the myelin sheath structure, which is essential for neuronal function [40]. Previous studies revealed that after cerebral ischemia‒reperfusion injury, the death of oligodendrocytes leads to a reduction in the myelin sheath structure [41, 42]. A total of 12,547 oligodendrocytes were obtained in our study. 

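The 12,393 oligodendrocytes named here included 4812 cells in the MCAO/R + *Lrg1*-/- group and 3232 in the MCAO/R + WT group. On their summed counts, limma's fry called no change between these groups in the lists fixed beforehand for rRNA processing and apoptosis. For 57 rRNA processing genes, the median log2 fold change was 0.15 and the mean 0.20, with 40 of 57 higher in the MCAO/R + *Lrg1*-/- group. The rotation p passed below 0.05 in 2 of 5 fits with a library left out, without MCAO/R + WT replicate 1 and without MCAO/R + *Lrg1*-/- replicate 5. For 40 pro-apoptotic genes, the median log2 fold change was 0.28 and the mean 0.30, with 23 of 40 higher, and 0.05 was passed in 1 of 5 such fits, without MCAO/R + *Lrg1*-/- replicate 1.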

The enriched gene sets of upregulated genes in oligodendrocytes of WT mice after MCAO/R (compared with oligodendrocytes of *Lrg1*^−/−^ mice after MCAO/R) showed that *Lrg1* knockout was associated with biological processes, such as rRNA processing, positive regulation of cell death, and apoptosis (Additional file 6: Fig. S6B), suggesting that *Lrg1* knockout may reduce oligodendrocyte death and protect the myelin sheath structure.

Concomitantly, based on differential gene calculations, we found that vascular smooth muscle cells from *Lrg1*^−/−^ mice expressed higher levels of *Ngf* than those from WT mice after MCAO/R, which could promote neuronal repair following MCAO/R injury (Additional file 6: Fig. S6C).

### *Lrg1* knockout alters the metabolic status of multiple cell populations after cerebral ischemia‒reperfusion injury

Various metabolic processes are associated with cerebral ischemia‒reperfusion injury-induced brain tissue damage [43–45]. Therefore, we estimated the metabolic status of various cell compositions in different groups based on their expression profiles. We then calculated the number of differential metabolic pathways for different cell types (adjusted p value < 0.05). As shown in Fig. 7A, we observed that the differential metabolic status of different cell types varied. 

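The 98 metabolic pathways of the paper were not analysed here, and 9 metabolic lists were tested instead in 13 cell types with limma's fry, adjusted over the 117 pairs of list and cell type. In 37 pairs the list was higher in the MCAO/R + *Lrg1*-/- group and in 5 it was lower. Neurons, vascular smooth muscle cells, endothelial cells, pericytes and oligodendrocytes each had 5 changed lists, microglial cells had 3, and T cells and oligodendrocyte precursor cells had none. B cells had too few cells per mouse for the comparison. Fitting the MCAO/R groups without the sham groups moved the result most, to 1 pair higher and 0 lower. Without MCAO/R + WT replicate 2, 8 pairs were higher. With camera and a preset correlation between genes, 46 pairs were higher and 6 lower, of which fry called 30 and 4 in the same direction.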

In WT mice and *Lrg1*^−/−^ mice, multiple metabolic pathways were differentially expressed in most cell types, such as neurons, vascular smooth muscle cells, and microglial cells, whereas B cells showed fewer differential metabolic pathways (Fig. 7A). These results suggest that *Lrg1* knockout may alter the metabolic status of multiple cell populations in the brain after cerebral ischemia‒reperfusion injury. Furthermore, we identified the common differential metabolic pathways in multiple cell types (Fig. 7B). 

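By list, the genes for chondroitin sulfate degradation were higher in the MCAO/R + *Lrg1*-/- group in 8 of 13 cell types at an adjusted p below 0.05, those for N glycan degradation in 5 and those for hyaluronan metabolism in 4, and none of these lists was lower in any cell type. Before adjustment, the direction was toward the MCAO/R + *Lrg1*-/- group in 12 of 13 cell types for each of these lists. In fits without MCAO/R + WT replicate 2, chondroitin sulfate degradation was called in 4 cell types and the other lists in 0. In microglial cells, the 10 genes for chondroitin sulfate degradation had a median log2 fold change of 0.39 (adjusted p = 0.00756), with 9 of 10 higher. Between the sham groups, however, the same list was lower in microglial cells of *Lrg1*-/- mice (median log2 fold change −0.42, adjusted p = 0.0137 by limma's fry), and N glycan degradation was lower in microglial cells (adjusted p = 0.0368, fry) and macrophages (adjusted p = 0.0390, fry).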

Our results revealed that several pathways, such as chondroitin sulfate degradation, hyaluronan metabolism, and N glycan degradation, were significantly upregulated in multiple cell types of WT mice (Fig. 7B). Current studies have shown that the upregulation of chondroitin sulfate proteoglycans is associated with the glial reaction, resulting in the formation of inhibitory scars that impede axonal growth and network reorganization of damaged neurons [46]. In contrast, we observed that hypoxia was upregulated in most cell types in WT mice. 

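The 51 hypoxia genes were higher in the MCAO/R + *Lrg1*-/- group in 3 of 13 cell types at an adjusted p below 0.05 and lower in 0, and by direction alone they were higher in 8 and lower in 5. Without either mouse of the MCAO/R + WT group, 0 cell types remained.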

Hypoxia may induce various types of cell damage after cerebral ischemia‒reperfusion injury [47]. In summary, our results indicate that *Lrg1* knockout alters the metabolic status of multiple cell components.

**Fig. 7:**
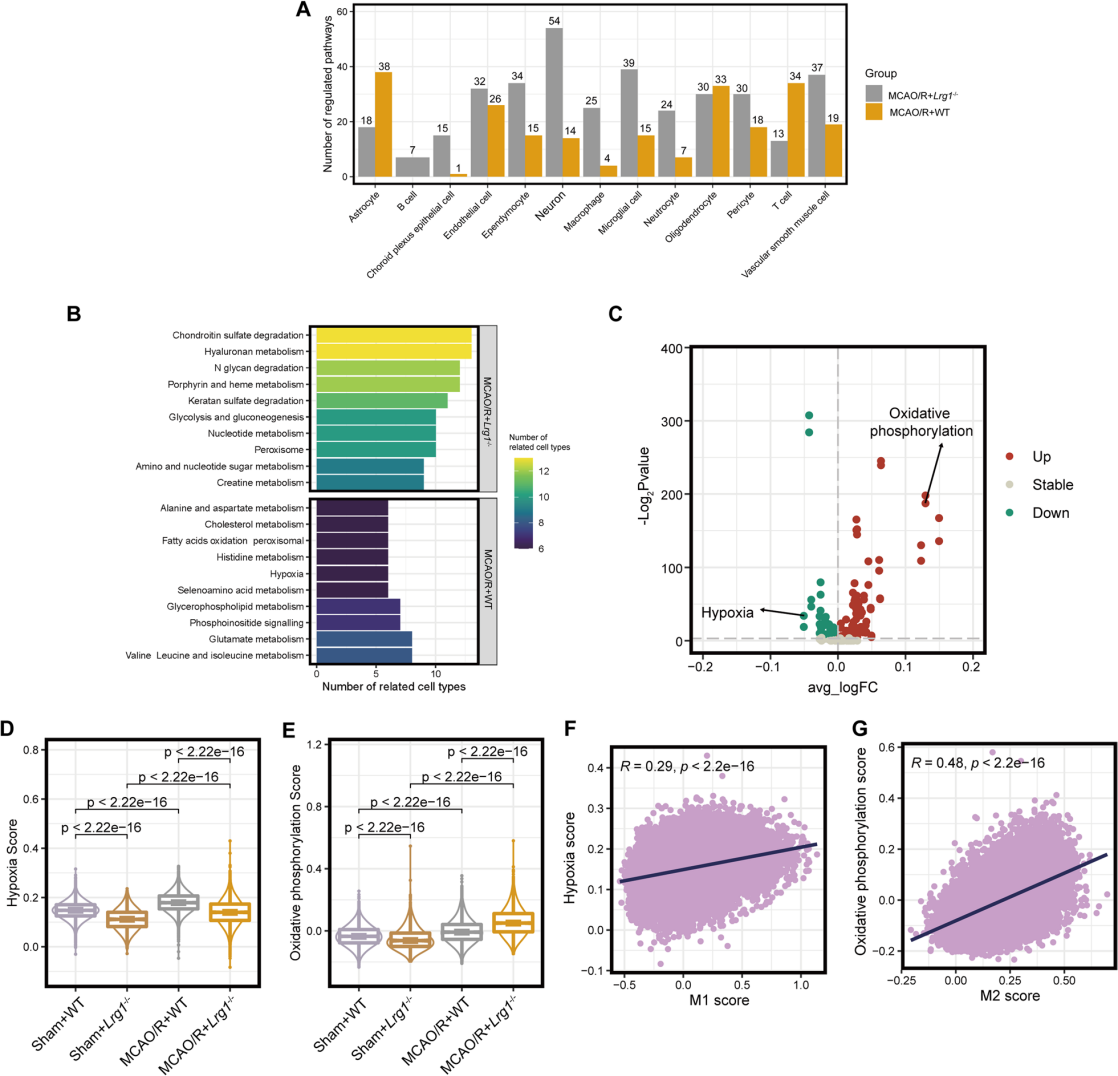
*Lrg1* knockout alters the metabolic status of multiple cell populations after cerebral ischemia‒reperfusion injury in mice. **A** The bar chart displays the differences in metabolic pathways between various cell populations in different groups. **B** The bar chart presents the common differentially regulated metabolic pathways in various cell populations between different groups. **C** The volcano plot depicts the differentially regulated metabolic pathways in microglial cells between different groups. **D** The box plot shows the results of oxidative phosphorylation scores in microglial cells from different groups. **E** The box plot displays the results of hypoxia scores in microglial cells from different groups. **F** The dot plot demonstrates the correlation between hypoxia scores and M1 scores in microglial cells. **G** The dot plot illustrates the correlation between oxidative phosphorylation scores and M2 scores in microglial cells

Prior investigations have substantiated the influence of diverse metabolic pathways on the polarization status of microglial cells in neurological diseases [48, 49]. Based on our previous results, we found that *Lrg1* knockout could affect the state of microglia and various metabolic pathways in the cerebral ischemia‒reperfusion injury process (Figs. 5B, 7A). We believe that there may be a potential correlation between these pathways, so we examined the differential metabolic pathways in microglia of cells from WT mice and *Lrg1*^−/−^ mice. We observed that the oxidative phosphorylation pathway was stronger in microglial cells of the MCAO/R + *Lrg1*^−/−^ group compared with the MCAO/R + WT group, whereas hypoxia was stronger in microglial cells from WT mice (Fig. 7C–E). 

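The oxidative phosphorylation score of microglial cells was −0.125 ± 0.0183 (SD, n = 3) in the MCAO/R + *Lrg1*-/- group and −0.262 ± 0.0342 (SD, n = 2) in the MCAO/R + WT group, a difference of 0.136 that was larger than the spread between mice (exact permutation test, p = 0.1). Of its 83 genes tested, 79 had a higher fitted level in the MCAO/R + *Lrg1*-/- group (median log2 fold change 0.58, mean 0.59, adjusted p = 0.0114 in limma's fry). Thinned to 1000 UMIs, the score difference was 0.0771. The hypoxia score was 0.209 ± 0.0374 (SD, n = 3) in the MCAO/R + *Lrg1*-/- group and 0.296 ± 0.0174 (SD, n = 2) in the MCAO/R + WT group, a difference of −0.0868 (exact permutation test, p = 0.2). Leaving out of the hypoxia list the 7 genes that also belong to the immediate early response reversed its sign, to 0.0403 (exact permutation test, p = 0.4). Between the sham groups, hypoxia was lower in *Lrg1*-/- mice by −0.0903 (exact permutation test, p = 0.1), and oxidative phosphorylation differed by 0.0231 (exact permutation test, p = 0.3).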

Mitochondrial oxidative phosphorylation is inhibited in activated M1 macrophages, preventing their transition to an M2 phenotype [50]. Hypoxia promotes M1 polarization of macrophages [48, 51]. However, their effects on microglial cells and brain tissue after cerebral ischemia‒reperfusion injury are unclear. This notion prompted us to evaluate the association between these pathway scores in microglia. Our calculations showed that hypoxia was significantly positively correlated with the M1 score (Pearson correlation coefficient = 0.29, Fig. 7F), whereas the oxidative phosphorylation score was significantly positively correlated with the M2 score in microglia (Pearson correlation coefficient = 0.48, Fig. 7G). 

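Pooled over the 30,817 microglial cells, Pearson's r was 0.128 between the hypoxia and M1 scores and 0.377 between the oxidative phosphorylation and M2 scores. These values run across cells, which are not replicates, and they mix differences between mice with those within a mouse. Within mice, the median r of hypoxia and M1 was 0.0227, with 7 of 11 mice positive and a range from −0.0866 to 0.265, and that of oxidative phosphorylation and M2 was 0.265, with 10 of 11 positive. Over the means of the 11 mice, hypoxia and M1 had r = 0.817 (permutation test, p = 0.00256, adjusted p = 0.00512 over the 2 relations) and Spearman's rho = 0.827 (permutation test, p = 0.00270, adjusted p = 0.00540), and r = 0.689 without the 2 mice farthest from the median hypoxia score. By genotype, r was 0.513 in 5 WT mice and 0.912 in 6 *Lrg1*-/- mice. Each genotype still mixes sham and MCAO/R mice, and the permutations did not take the groups into account. The p values over mouse means here therefore do not tell a relation among mice apart from differences between groups. For oxidative phosphorylation and M2, r was 0.660 (permutation test, p = 0.0288) and rho 0.673 (permutation test, p = 0.0275), and r fell to 0.454 without the 2 farthest mice. By genotype, it was 0.881 in WT mice and 0.956 in *Lrg1*-/- mice. With the hypoxia list that leaves out 7 immediate early genes, the relation with M1 over mouse means was r = 0.166 (permutation test, p = 0.619), with 0.531 in WT mice and 0.902 in *Lrg1*-/- mice, and the median r within mice was 0.110, with 11 of 11 mice positive. After thinning to 1000 UMIs, the median r within mice was 0.136 for oxidative phosphorylation and M2. For hypoxia and M1 it was −0.0238, with 3 of 11 mice positive. Over mouse means, the thinned r of hypoxia and M1 was 0.915 (permutation test, p = 0.000140), and 0.0941 with the reduced hypoxia list (permutation test, p = 0.778). That of oxidative phosphorylation and M2 was 0.649 (permutation test, p = 0.0314).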

Overall, we believe that oxidative phosphorylation and hypoxia may influence the polarization state of microglial cells in cerebral ischemia‒reperfusion injury.

## Discussion

Cerebral ischemia‒reperfusion injury is a major cause of global stroke mortality and inflicts significant damage to human health. Despite current therapeutic interventions, the effectiveness of treatments for cerebral ischemia‒reperfusion injury remains limited. Therefore, innovative and effective treatments to treat cerebral ischemia‒reperfusion injury are urgently needed. Our study demonstrates that *Lrg1* knockout effectively protects brain tissue from cerebral ischemia‒reperfusion injury. Using scRNA-seq data from gene knockout mice, we identified potential mechanisms involving multiple brain tissue cell components. The data indicated that knockout of *Lrg1* had no significant difference on cerebral infarct volume, cerebral edema, and neurological deficits compared with WT mice under the sham‒operated condition (Fig. 2). Our findings show that *Lrg1* knockout reduce cell junction damage in the BBB after cerebral ischemia‒reperfusion injury and promotes the transition of microglia from a proinflammatory state to a tissue repair‒promoting role. Additionally, it reduces the death of neurons and oligodendrocytes. Further analysis revealed that *Lrg1* knockout may affect the differentiation and metabolic state of microglia, altering their functional status (Fig. 8).

**Fig. 8:**
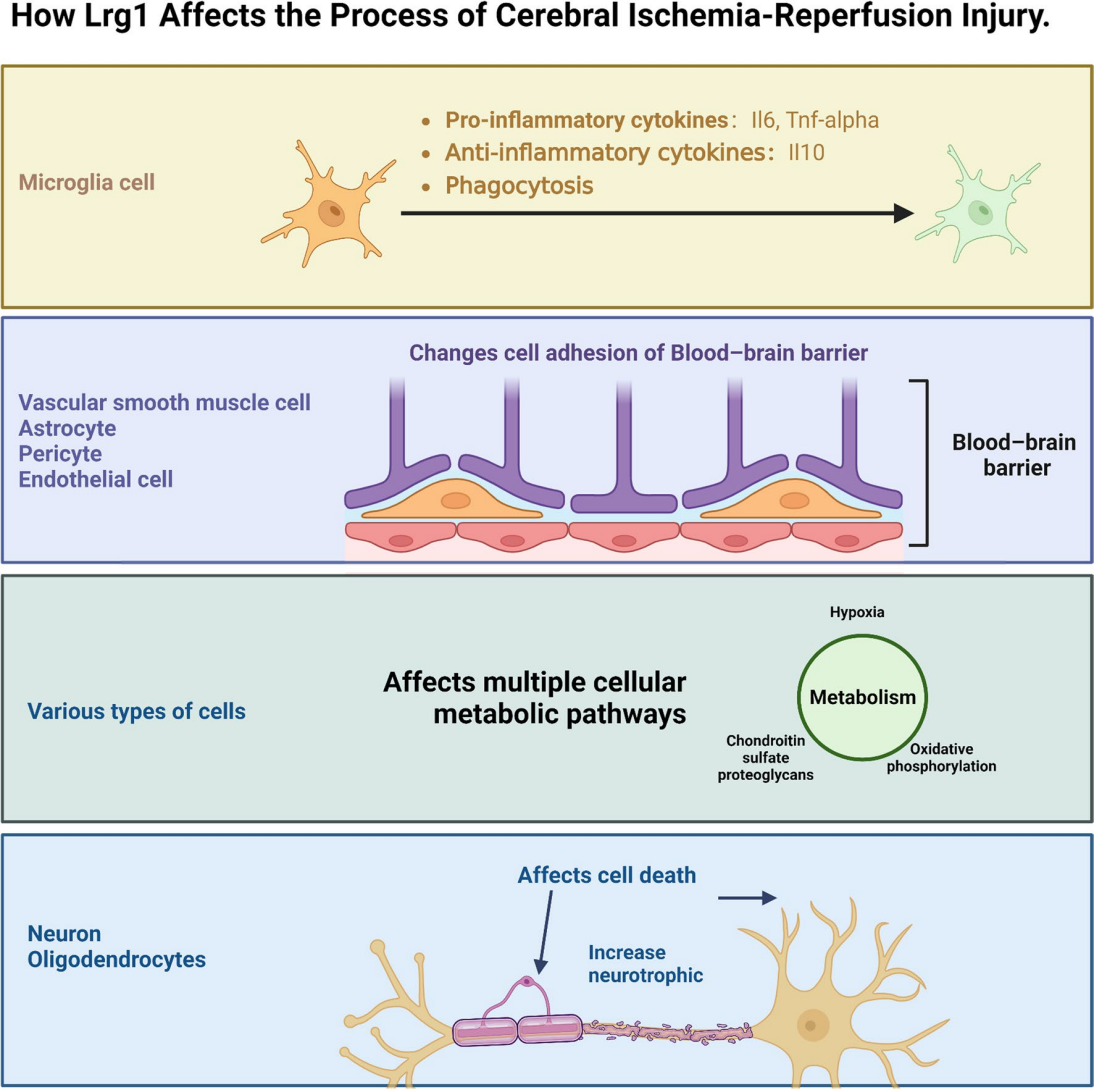
Schematic diagram of the mechanism by which Lrg1 affects the process of cerebral ischemia‒reperfusion injury in mice

Here, we used scRNA‒seq to decipher the cellular atlas of different brain tissues after cerebral ischemia‒reperfusion injury. We identified 14 types of cells, including ependymocytes, neurons, vascular smooth muscle cells, red blood cells, oligodendrocytes, astrocytes, pericytes, T cells, choroid plexus capillary endothelial cells, macrophages, microglial cells, B cells, endothelial cells, and neutrophils. Our results were largely consistent with previous findings, but we obtained a higher number of cells, which allowed us to identify B cells that were not previously reported by other researchers.

A recent study demonstrated that Lrg1 upregulation is associated with increased brain infarct volume, neuronal apoptosis, and enhanced autophagy, exacerbating cerebral ischemia‒reperfusion injury [11, 12]. Consistent with previous findings, Lrg1 expression continues to increase in ischemia‒reperfusion brain tissues with prolonged reperfusion time. However, it remains unclear in which specific cells Lrg1 expression is elevated after cerebral ischemia‒reperfusion injury. Here, this research indicates that Lrg1 is upregulated in multiple cell types during cerebral ischemia‒reperfusion injury, suggesting its involvement in disease progression across various cellular components. Thus, inhibiting Lrg1 expression may provide a multifaceted approach to protect brain tissue from injury. Furthermore, we have demonstrated experimentally that *Lrg1* knockout helps to attenuate cerebral ischemia‒reperfusion injury. These findings highlight the potential of Lrg1 as a therapeutic target for cerebral ischemia‒reperfusion injury.

Furthermore, we investigated the changes in various cell types in brain tissue after cerebral ischemia‒reperfusion injury following *Lrg1* knockout to elucidate the role of Lrg1 in cerebral ischemia‒reperfusion injury. We employed single-cell RNA sequencing to explore potential mechanisms. We measured the overlap of differentially expressed genes (DEGs) in various cell components to assess whether *Lrg1* knockout results in similar changes in gene expression profiles. Our results showed limited overlap of DEGs in different cell components, indicating that different cell components exhibit distinct gene expression changes after *Lrg1* knockout. Therefore, we will focus on analyzing the gene expression profile changes in different cells in future studies. Current studies have shown that after cerebral ischemia‒reperfusion injury, both oligodendrocytes and neurons undergo cell death [52]. White matter (region comprising neuronal axons) injury, which accounts for approximately half of the volume of stroke, is a central cause of nerve function impairments [53]. However, white matter injury is often overlooked in research. Due to their larger size, some neurons are difficult to capture using single-cell sequencing. Nevertheless, certain studies have managed to isolate a small number of these neurons through this method [54, 55]. Possibly benefiting from a larger number of cells and samples, we have also acquired a small population of neural cells here for the purpose of dissecting neural cell characteristics. Previous research has also suggested that Lrg1 overexpression increases neuron apoptosis, which is consistent with our findings. Moreover, our results suggest that *Lrg1* knockout may alleviate oligodendrocyte apoptosis after cerebral ischemia‒reperfusion injury. These findings suggest that downregulation of Lrg1 may potentially reduce demyelination following cerebral ischemia‒reperfusion injury and subsequently mitigate the occurrence of postcerebral ischemia‒reperfusion injury seizures. However, our findings are based on computational analysis and should be confirmed in the future.

The tight junctions of the BBB possess critical functions in cerebral ischemia‒reperfusion injury. Based on our observations, we found that *Lrg1* knockout could ameliorate brain edema after cerebral ischemia‒reperfusion injury. Previous studies have suggested that Lrg1 can affect the functional state of endothelial cells, but its relationship with the tight junctions of endothelial cells and other components of the blood‒brain barrier remains unclear [56]. To the best of our knowledge, we are the first to report that *Lrg1* knockout can block the leakage of the BBB, promoting BBB integrity after cerebral ischemia‒reperfusion injury. 

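Between the MCAO/R + WT group (2 mice) and the sham + WT group (3 mice), *Anxa2* was higher after MCAO/R in vascular smooth muscle cells, with a log2 fold change of 1.22 (SE 0.20, edgeR adjusted p = 0.000812) from 91.1 to 211 CPM. Its increases in astrocytes (2.20, adjusted p = 0.0890) and endothelial cells (0.74, adjusted p = 0.0832) did not pass the threshold. *Itgb5* in vascular smooth muscle cells had a log2 fold change of 0.36 (adjusted p = 0.0545). No change of *Cldn11* or *Pcdh9* after MCAO/R passed the threshold in endothelial cells, astrocytes, pericytes or vascular smooth muscle cells of WT mice.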

We observed that in WT mice, some cell adhesion molecules may be upregulated after MCAO/R (Fig. 4C). We postulate that this may represent a reparative mechanism in response to the breakdown of the BBB, where some cell adhesion molecules are mildly upregulated to facilitate BBB repair. A similar phenomenon was observed in microglial cells, as shown in Fig. 5A and B, where some molecules that aid in post‒MCAO/R injury repair were also upregulated. We believe that *Lrg1* knockout may regulate the expression of critical junction molecules, such as *Cldn11* and *Anxa2*, affecting their protein expression and ultimately preserving BBB stability after cerebral ischemia‒reperfusion injury and reducing brain edema.

The involvement of microglial cells and macrophages in the progression of brain disease following cerebral ischemia‒reperfusion injury has been established in previous studies [6, 57, 58]. Proinflammatory M1-type microglia and macrophages promote cerebral ischemia‒reperfusion injury progression, whereas anti-inflammatory M2-type microglia and macrophages alleviate cerebral ischemia‒reperfusion injury progression and also phagocytosing dead cells to aid in recovery following cerebral ischemia‒reperfusion injury [59, 60]. To date, no studies have examined the relationship between Lrg1 and the functional state of microglial cells and macrophages. Here, we used scRNA‒seq to analyze the effects of *Lrg1* knockout on the functional state of microglial cells following cerebral ischemia‒reperfusion injury. Specifically, compared to WT microglial cells, microglia lacking Lrg1 showed decreased expression of proinflammatory molecules (such as IL-6 and TNF-ɑ) but increased expression of anti-inflammatory molecules (such as IL-10) and enhanced phagocytic function. Therefore, the protective effect of *Lrg1* knockout in cerebral ischemia‒reperfusion injury may be due to alterations in the microglial functional state. Furthermore, we explored how *Lrg1* knockout affects the microglial functional state. On the one hand, our results suggest that *Lrg1* knockout may influence the microglial differentiation trajectory. Previous studies have shown that after brain injury, the microenvironment's small glial cells can be classified into M1 and M2 phenotypes, each playing pro-inflammatory and anti-inflammatory roles, respectively [61]. Our research findings revealed that the status of microglial cells in cerebral ischemia‒reperfusion injury brain tissue is more complex and cannot be solely encompassed by the M1 and M2 polarization states, which is consistent with previous studies. Moreover, our results suggest that *Lrg1* knockout may influence the differentiation trajectory of microglial cells. This action could represent the mechanism underlying the change in the microglial functional state observed following *Lrg1* knockout. On the other hand, we found that Lrg1 may affect the microglial metabolic state, specifically by enhancing oxidative phosphorylation and reducing hypoxia. Oxidative phosphorylation may enhance the M2 phenotype of microglial cells in some neurodegenerative diseases, whereas hypoxia can promote the M1 phenotype of macrophages. Here, we established a link between microglial M1 and M2 states and their score status in relation to oxidative phosphorylation and hypoxia in cerebral ischemia‒reperfusion injury using computational methods. We propose that Lrg1 may switch microglial functional states by altering their oxidative phosphorylation and hypoxic states, but more research is needed to support this conclusion, as our findings are based exclusively on computational results. Additionally, existing research has indicated that the transport of metabolites between cells serves as a means of cellular communication. Our findings suggest that upon knocking out *Lrg1*, various cells undergo alterations in metabolic pathways, hinting at the possibility of intercellular communication through metabolic products, such as lactate shuttling, in this process. However, due to data limitations, we are currently unable to make a definitive judgment on this aspect, which necessitates further exploration using additional omics data, including metabolomics, and metabolic experiments.

Apart from these findings, our study still has several limitations. For example, we only elucidated the impact of *Lrg1* knockout on a subset of cells, and further analysis is warranted for other cell types, such as T cells and B cells. For instance, research has highlighted the potential significance of Lrg1 in modulating the function of neutrophils [62, 63]. Our investigations also detected the expression of Lrg1 in neutrophils, which aligns with previous studies. However, upon knocking out *Lrg1*, we discerned that the differential genes in neutrophils were fewer in comparison to other cells. Given the limited number of neutrophils we obtained, we believe it is premature to conclusively determine the influence of Lrg1 on neutrophils at this juncture. The interplay between Lrg1 and neutrophils during ischemia‒reperfusion injury warrants further exploration in future studies.

In addition, our data only examined the short-term effects of *Lrg1* knockout on postcerebral ischemia‒reperfusion injury brain tissue at one hour, and the long-term effects of *Lrg1* knockout on postcerebral ischemia‒reperfusion injury brain tissue remain unclear. Thus, more experiments are needed to further explore the influence of Lrg1 on cerebral ischemia‒reperfusion injury.

In summary, our investigation has elucidated how Lrg1 modulates the process of cerebral ischemia‒reperfusion injury by altering the functional states of multiple cellular components of the brain. These alterations include enhancing BBB connectivity, transforming the states of microglia and macrophages, and reducing neuron and oligodendrocyte death, as shown in Fig. 8. Our findings suggest Lrg1 as a promising therapeutic target for cerebral ischemia‒reperfusion injury; however, further experimentation and efforts are needed to refine our understanding of its precise mechanisms in this process.

## Supplementary Information

**Additional file 1: Figure S1.** Genotypic characterization of *Lrg1* knockout mice. Tail genomic DNA of *Lrg1*^*−/−*^ mice was used for PCR genotyping according to the corresponding primers. Lrg1 expression in brain tissues from *Lrg1*^*−/−*^ mice was detected by western blotting. Data are expressed as the mean ± SD, n = 3, MCAO/R + *Lrg1*^−/−^ vs. MCAO/R + WT. Immunofluorescence staining verified Lrg1 expression (red) in neutrophils in mouse brain tissues after MCAO/R. Scale bar = 50 μm.

**Additional file 2: Figure S2.** Basic information of single‒cell RNA‒seq data.

**Additional file 3: Figure S3.** Functional status scores of macrophages in different groups.

**Additional file 4: Figure S4.** Differentiation trajectory analysis of microglia in the different groups. A Differentiation trajectory analysis of microglia in the MCAO/R + WT Group. Scatter plots depict distinct clusters (left), Pseudotime scores computed by Monocle 2 (center), and CytoTREACE scores (right), respectively. B Differentiation trajectory analysis of microglia in the Sham + *Lrg1*^*−/−*^ Group. Scatter plots depict distinct clusters (left), Pseudotime scores computed by Monocle 2 (center), and CytoTREACE scores (right), respectively. C Differentiation trajectory analysis of microglia in the MCAO/R + *Lrg1*^*−/−*^ Group. Scatter plots depict distinct clusters (left), Pseudotime scores computed by Monocle 2 (center), and CytoTREACE scores (right), respectively.

**Additional file 5: Figure S5.** The transcription factors associated with microglial cell differentiation. A The expression profiles of the selected transcription factors, varying with pseudotime, were validated along two trajectories in the MCAO/R + WT Group. B Validation of the selected transcription factors' expression profiles, changing with pseudotime, along two trajectories in the Sham + *Lrg1*^*−/−*^ Group. C Examination of the expression patterns of the selected transcription factors, modulated by pseudotime, along two trajectories in the MCAO/R + *Lrg1*^*−/−*^ Group.

**Additional file 6: Figure S6.** Functional enrichment analysis of differentially expressed genes upregulated in neurons and astrocytes of WT mice compared to *Lrg1*^−/−^ mice. A. Functional enrichment analysis results of differentially expressed genes upregulated in neurons of WT mice compared to *Lrg1*^−/−^ mice after cerebral ischemia‒reperfusion injury. B. Functional enrichment analysis results of differentially expressed genes upregulated in oligodendrocytes of WT mice compared to *Lrg1*^−/−^ mice after cerebral ischemia‒reperfusion injury. C. Dot plot displaying the expression of Ngf in various cell types of brain tissues from different groups.

## Data Availability

The data reported in this study are available at NCBI GEO (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE245386).

## Abbreviations

BBB: Blood‒brain barrier
BSA: Bovine serum albumin
CNS: Central nervous system
DEGs: Differentially expressed genes
EB: Evans blue
GSEA database: Gene Set Enrichment Analysis
H&E: Hematoxylin‒eosin
HRP: Horseradish peroxidase
IL-6: Interleukin-6
Lrg1: Leucine-rich alpha-2-glycoprotein 1
*Lrg1*^*−*^^*/*^^*−*^ mice: *Lrg1* Knockout mice
MCAO/R: Middle cerebral artery occlusion/reperfusion
PCA: Principal component analysis
PCR: Polymerase chain reaction
PVDF: Polyvinylidene fluoride
scRNA-seq: Single-cell RNA sequencing
TFs: Transcription factors
TGF-β: Transforming growth factor-β
TNF-α: Tumor necrosis factor-alpha
TTC: Triphenyl tetrazolium chloride
UMAP: Uniform Manifold Approximation and Projection
WT: Wild-type

How the deposited data were processed for this re-analysis (not part of the article)

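The data are single-cell RNA sequencing libraries of brain cells from the right brain, made with the 10x Genomics 3′ kit, 1 library per mouse. There were 3 mice in the sham + WT group (replicates 1, 2 and 3), 3 in the sham + *Lrg1*-/- group (replicates 1, 2 and 5), 2 in the MCAO/R + WT group (replicates 1 and 2) and 3 in the MCAO/R + *Lrg1*-/- group (replicates 1, 2 and 5). Each library was mapped to its group by its label, and *Lrg1* itself was read first in every library as a check of the genotype.

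The deposited values are raw UMI counts per gene and cell barcode. According to the matrix headers, the authors made these counts with Cell Ranger 7.0.1, which aligned reads to the mouse genome and counted distinct UMIs, and the barcodes are those that the authors called as cells before their filters on genes, UMIs and mitochondrial content. The genome build is not stated in the matrices, which name genes by Ensembl identifier. Coordinates printed here are from the GENCODE M21 annotation of GRCm38. The number of barcodes per library ranged from 5650 to 36,858. In 4 libraries it was a round number, which a preset number of barcodes gives. These were the sham + *Lrg1*-/- libraries (15,500, 9000 and 5650) and MCAO/R + *Lrg1*-/- replicate 1 (8500). Their lowest UMIs per barcode ranged from 551 to 770, against 500 in every other library. Whether cells were called in the same way for both genotypes therefore stays open. Sequencing reads, images, behaviour and protein measurements were not analysed here. Counts of near-identical gene copies, such as *Hba-a1* and *Hba-a2* or members of the histone clusters, depend on how shared reads were assigned, so that the level of a single copy is uncertain.

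Cells were filtered as in the paper's methods, at 500 genes, 1000 UMIs and 25% mitochondrial UMIs. The paper's later exclusion of clusters high in both red blood cell and microglial markers was not repeated. Of 155,804 barcodes, 132,437 passed. Doublet scores followed the simulation approach of Scrublet with an expected rate of 6%. The automatic threshold marked under 0.5% of cells in 5 libraries, and there the 6% highest scores were removed instead. In total 7141 doublets were removed.

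Counts were scaled per cell and log transformed with scanpy 1.11.5 and anndata 0.12.19 under Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). From 2000 variable genes, 15 principal components were computed. A batch-balanced neighbour graph joined each cell to its 3 nearest neighbours in each mouse, and cells were clustered with the Leiden algorithm at a resolution of 0.3 (igraph 0.11.9, leidenalg 0.10.2). BBKNN itself was replaced by this own implementation. Cluster names came from a marker list fixed beforehand. The rules that split clusters a further time and turned markers into names were set after the clusters were seen. They asked for at least 3 markers of the type at 2 times the level elsewhere and in 10% of the cluster's cells, and for a margin of 1 over the next type. Clusters where a second type lay within that margin, or whose score lay more than 2.5 below that of the best cluster of their type, were left unnamed. The cells marked by *Ttr*, which the paper names ependymocytes, are called choroid plexus epithelial cells here, and cells marked by *Foxj1* and *Tmem212* are called ciliated ependymal cells.

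For comparisons, raw counts were summed per mouse and cell type, and a library entered a cell type with at least 20 cells. The sums were fitted with the quasi-likelihood method of edgeR 4.0.16 under R 4.3.3, with TMM normalization and the package's own filter on low counts. The groups that had such libraries entered one fit and shared one estimate of the spread between mice, because the MCAO/R + WT group has 2 mice. Pericytes had no sham + *Lrg1*-/- library, and neutrophils and oligodendrocyte precursor cells had no sham library, so that the spread of the last 2 came from the MCAO/R libraries alone. The main contrast was the MCAO/R + *Lrg1*-/- group minus the MCAO/R + WT group. Other contrasts were the sham + *Lrg1*-/- group minus the sham + WT group, the MCAO/R + WT group minus the sham + WT group, and the interaction of genotype and surgery. A gene was called at a Benjamini‒Hochberg adjusted p below 0.05 and an absolute natural-log fold change above 0.25, the fold limit of the paper's methods. Levels are given as CPM, the counts scaled to a TMM-adjusted total of 1e+06, and for *Lrg1* to the plain total.

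Gene lists were written beforehand and cover M1, M2, phagocytosis, hypoxia, oxidative phosphorylation, glycolysis, the tricarboxylic acid cycle, fatty acid oxidation, cholesterol biosynthesis, chondroitin sulfate degradation, hyaluronan metabolism, N glycan degradation, rRNA processing, ribosomal proteins, nucleosome histones, pro-apoptotic genes and the immediate early response to dissociation. Further lists hold transcripts of oligodendrocytes, choroid plexus and red blood cells used as tracers of free RNA. They are own lists, since the paper's lists are not named gene by gene in its text. Lists were tested on the summed counts with fry from limma 3.58.1 after voom, and metabolic lists were adjusted over lists and cell types. Module scores followed the definition of AddModuleScore with 24 expression bins and 100 control genes per gene, and were averaged per mouse. ROGUE followed its published definition and was computed per mouse and cell type. Monocle 2, CytoTRACE and Metascape were not used. Cells were ordered by the mean expression of the 200 genes most correlated with the number of expressed genes, after thinning to 1000 UMIs.

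Values per mouse were compared with exact permutation tests, and correlations over mice with 100,000 permutations. Shares of genes carry 95% Clopper-Pearson intervals, which cover counting error alone, as does the floor of 3 counts used for *Lrg1*. Total UMIs per library ranged from 37,159,497 to 171,813,031, so that a single UMI weighs more in the smaller libraries, and rare cell types rest on few UMIs. No group has the 4 mice that a test for outlying samples needs, and none was run. Genotype and any batch of library preparation cannot be told apart, since the labels give no batch. The same holds for supplier and age, which the paper's methods give as different for WT and *Lrg1*-/- mice.

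The gene-wise tests were tested on simulated data drawn from the means and spread of the real sums, with changes put into 200 genes. Among the 4 cell types simulated, edgeR recovered 35.1% to 56.9% of the changed genes, and 61.2% to 86.6% of those changed at least 4-fold. Of its calls, 1.49% to 6.72% were unchanged genes, against 0% to 20.1% for DESeq2. The list tests and ROGUE were also tested on simulated data.

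The genes named in the text are those that the paper names for a cell type, except for 1 result that is not reported here. In microglial cells, macrophages, endothelial cells, neurons and oligodendrocytes, they are also the up to 3 genes with the largest increase and the largest decrease among DEGs with a mean of at least 20 CPM over the MCAO/R libraries and no overlap between the mice of the groups. Haemoglobin transcripts, sex-linked transcripts and the genes that lead a cluster were named after their values were seen.

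The alternatives were DESeq2 1.42.0, size factors by relative log expression, no filter on low counts, a fit of the MCAO/R groups alone, the replicate number as a block, leaving out each library of a contrast, Bonferroni adjustment, and leaving out transcripts whose level in a cell type was under 10% of that in another type. Further alternatives were a limit of 10% mitochondrial UMIs, removal of the 12% highest doublet scores, no doublet removal, no batch correction (33 neighbours over all cells), thinning each cell to 1000 UMIs, equal cells per library, mice averaged in place of pooled cells, resolutions of 0.2 and 0.5, camera in place of fry, and a hypoxia list without 7 genes of the immediate early response. Left out of comparisons were cells left unnamed and cell types that did not reach 20 cells in at least 3 MCAO/R libraries with at least 1 of each group, a limit set with the test and not in the settings fixed beforehand.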

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

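In this part, the tests on haemoglobin transcripts, on sex and on UMIs per cell were chosen only after the result was seen.

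The difference between the genotypes was not the same after MCAO/R as after sham surgery. An interaction term in edgeR called 1620 genes in microglial cells (957 with the larger value of *Lrg1*-/- minus WT after MCAO/R and 663 with the smaller), 39 genes in endothelial cells (5 and 34) and 368 genes in oligodendrocytes (140 and 228). With DESeq2 the counts were 2649, 257 and 939. They rested on few mice. In microglial cells, the count ranged from 543 without sham + *Lrg1*-/- replicate 2 to 3067 without MCAO/R + WT replicate 1, in endothelial cells from 10 without MCAO/R + WT replicate 2 to 70 without sham + *Lrg1*-/- replicate 5, and in oligodendrocytes from 82 without MCAO/R + WT replicate 2 to 715 without MCAO/R + *Lrg1*-/- replicate 5. Size factors by the relative log expression method gave 1667, 40 and 363. For the comparison of the MCAO/R groups, these factors lay close to those of TMM, with median shifts of −0.05, −0.03 and 0.03 on the log2 scale, so the scaling was hardly changed by them and stays open. A limit of 10% mitochondrial UMIs gave 1629, 39 and 283. The interaction was not tested on thinned counts, so UMIs per cell stay open, and a difference between library batches cannot be told apart from the groups, since no label gives one. *Xist* was found in 2 of the 3 mice of the MCAO/R + *Lrg1*-/- group and at most at 8.55 CPM in the sham groups, so sex also stays open here, as does free RNA from other cells. A response to ischemia and reperfusion that depends on the genotype also stays open, and none of these was tested for the interaction.

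The sham + *Lrg1*-/- group, which the paper does not compare gene by gene with the sham + WT group, differed from it in 4209 genes in microglial cells, 4712 in endothelial cells and 1627 in oligodendrocytes by edgeR, and in 4471, 5181 and 1970 genes by DESeq2. Leaving out single mice gave at least 2486 DEGs in microglial cells (without sham + *Lrg1*-/- replicate 2), 2210 in endothelial cells (without sham + WT replicate 3) and 741 in oligodendrocytes (without sham + WT replicate 2). Of the DEGs after MCAO/R, 75.5% in microglial cells, 94.1% in endothelial cells and 83.6% in oligodendrocytes had the same sign between the sham groups, and 34.2%, 58.0% and 20.6% were called there in the same direction, so that a large part of the difference between the genotypes was present without MCAO/R. The split by genotype was the 1 of 10 splits of the 6 libraries with the most DEGs in all 3 cell types, and every other split gave 0 DEGs. However, 10 splits cannot give a share under 0.1, so chance could not be excluded in this way. Reads from introns counted in the libraries of one genotype only would move genes with long introns by over 1 on the log2 scale in the same direction everywhere, but the median of the 10% of genes with the longest introns minus that of the 10% with the shortest was −0.59 in endothelial cells, 0.36 in microglial cells and −0.09 in oligodendrocytes. Genes within 10 megabases of *Lrg1*, which the knockout allele carries with it, made up at most 1.083% of the DEGs (endothelial cells). Their share of calls did not differ beyond chance from that of other genes, with 19.2% against 22.9% in microglial cells, 32.5% against 27.4% in endothelial cells and 7.38% against 10.2% in oligodendrocytes (two-sided Fisher tests, p = 0.268, p = 0.177 and p = 0.338). Total UMIs were lower in every library of the sham + *Lrg1*-/- group, with a highest of 70,976,468 against a lowest of 110,423,176 in the sham + WT group. This depth, free RNA, and any library batch that follows the genotype remain open. So do supplier and age, which the paper's methods give as different for WT and *Lrg1*-/- mice. Genetic background beyond the region near *Lrg1* was not tested. None of these can be told apart from an effect of the genotype, which was not tested separately.

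*Xist*, which the paper does not report on, reached 1091 CPM in microglial cells of MCAO/R + *Lrg1*-/- replicate 1 and 864 CPM in replicate 2, but 0.194 CPM in replicate 5, and at most 8.55 CPM in the other 8 libraries (sham + *Lrg1*-/- replicate 1). *Ddx3y*, on the Y chromosome, showed the opposite, with 0 and 0.259 CPM in replicates 1 and 2 against 156 CPM in replicate 5 and at least 245 CPM elsewhere. The levels of both genes are what female mice in 2 libraries would give. No *Lrg1* UMI was found in endothelial cells of the MCAO/R + *Lrg1*-/- group, which argues against an exchange with a WT library, whereas a wrong label among *Lrg1*-/- mice stays open. Sex is therefore not balanced between the MCAO/R groups. As the main source of the DEGs after MCAO/R it was argued against by their place, since the X and Y chromosomes held at most 3.58% of the DEGs (oligodendrocytes) where they held 3.14% of the genes tested, and by the same sign in the sham groups for 75.5% to 94.1% of the DEGs. Effects of sex on genes of other chromosomes were not tested.

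Haemoglobin transcripts (*Hba-a1*, *Hba-a2*, *Hbb-bs* and *Hbb-bt*) were found in cells other than red blood cells at much higher levels in *Lrg1*-/- mice. The median over cell types of a library ranged from 15,025 to 28,819.9 CPM in the MCAO/R + *Lrg1*-/- group and from 10,471.5 to 42,007 CPM in the sham + *Lrg1*-/- group, against 14.2 to 28.5 CPM over the WT libraries. All 4 transcripts were called higher in the MCAO/R + *Lrg1*-/- group in 13 of 13 cell types, with log2 fold changes of at least 5.61. A candidate explanation is free RNA of red blood cells. The share of *Hbb-bs* among the 4 transcripts was a median of 1.04 times that in the red blood cells of the same library (0.877 to 1.19 over 66 pairs of cell type and library), and free RNA gives the same proportion. Droplets that hold a red blood cell beside another cell would give the same values and stay open. The WT libraries had too few red blood cells for the comparison, so it rests on the *Lrg1*-/- libraries alone. Whether blood left in the tissue followed from the genotype or from the handling of these mice was not tested, and the handling cannot be told apart from the genotype in these libraries. Averaged over mice, red blood cells were 6.47% of all retained cells in the MCAO/R + *Lrg1*-/- group and 1.99% in the sham + *Lrg1*-/- group.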

How the results depend on the processing

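The alternatives named here, thinning among them, were set beforehand, but the reading of thinned DEG counts as a test of UMIs per cell was chosen only after the result was seen. Among the results of the passages, the loss of *Lrg1* in endothelial cells, microglial cells, macrophages and neutrophils was called in all 54 fits. In microglial cells, the M1 genes remained lower as a list under the 5 settings run for single lists (camera in place of fry, thinning, 10% mitochondrial UMIs, no batch correction and 12% doublets; rotation p from 0.000194 to 0.00355) and without each library (0.000132 to 0.00162), and the oxidative phosphorylation genes remained higher, with a p of up to 0.00136 over these settings and up to 0.00429 without single libraries. With adjustment over lists and cell types, oxidative phosphorylation was called in 0 cell types when only the MCAO/R groups were fitted. The phagocytosis genes remained lower in macrophages, with a p from 0.000289 to 0.00222 over the settings and from 0.00133 to 0.0142 without single libraries. *Il6*, *Cd86*, *Arg1*, *Fos*, *Jun*, *Klf4*, *Klf6* and *Egr1* kept their direction and their call in microglial cells in every fit, with *Il6* between −2.58 and −2.14 over the settings and between −2.99 and −1.72 without single libraries, and so did *Cd86* in macrophages (−2.64 to −2.13, and −2.67 to −2.15). Of 500 values of named genes outside the adhesion and functional molecules, 485 were unchanged, 11 lost the call with the same direction and 4 changed sign. All 10 numbers of cells after the filters stayed within 1.5 times, with the total between 119,223 and 132,437, and so did all 14 counts that used the fold limit without a test. Of the 72 percents of cell types, 60 moved by less than the spread between mice. In no setting were the macrophage values, those of the phagocytosis genes and *Cd86* among them, tested apart from the macrophage clusters. For *Lrg1* in microglial cells, free RNA from other cells was not excluded in any of these fits. The values that did change under the alternatives set for each result follow by setting, with some changes under alternatives set for other results, and in each case the cause was not tested unless it is named. DEG counts as reported were 407 in astrocytes, 3085 in choroid plexus epithelial cells, 201 in ciliated ependymal cells, 3870 in endothelial cells, 3850 in macrophages, 3926 in microglial cells, 616 in neurons, 6 in neutrophils, 5029 in oligodendrocytes, 56 in oligodendrocyte precursor cells, 788 in pericytes, 38 in T cells and 1791 in vascular smooth muscle cells. Those between the sham groups were 4712 in endothelial cells, 4209 in microglial cells and 1627 in oligodendrocytes, and those for the interaction of genotype and surgery were 39, 1620 and 368 in the same order. The shares of DEGs called in a single cell type were 61.5% of the lower and 50.9% of the higher genes, and 80 higher genes were shared by the 4 BBB cell types.

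Fitting only the MCAO/R groups, 5 libraries in place of 11, gave 243 DEGs in astrocytes, 865 in choroid plexus epithelial cells, 20 in ciliated ependymal cells, 1895 in endothelial cells, 1322 in microglial cells, 3126 in oligodendrocytes, 118 in pericytes, 12 in T cells and 699 in vascular smooth muscle cells, and the 4 other counts stayed within 1.5 times. The single-type shares were 72.2% of the lower and 60.1% of the higher genes, and 36 genes were shared. *Cldn11* was no longer called in pericytes (log2 fold change 1.73) or vascular smooth muscle cells (1.90), nor was *Pcdh9* (2.10 and 1.56), *Anxa2* in endothelial cells (0.78) or *Il10* (1.34), *Arg1* (4.10) and *C1qb* (−0.68) in macrophages, all in the same direction as before. *C1qb* in microglial cells changed sign to −0.00511. Of the metabolic pairs, 1 was higher and 0 were lower, with 1 cell type for hypoxia and 0 for chondroitin sulfate degradation, hyaluronan metabolism, N glycan degradation and oxidative phosphorylation. In neurons, the rotation p was 0.0871 for the histones and 0.0724 for rRNA processing. Fewer libraries leave fewer degrees of freedom, and the log2 fold changes themselves moved little.

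With DESeq2 in place of edgeR, there were 1090 DEGs in astrocytes, 416 in ciliated ependymal cells, 1186 in neurons, 56 in neutrophils, 12 in oligodendrocyte precursor cells and 106 in T cells, and the 7 other counts and all 3 sham counts stayed within 1.5 times. The interaction gave 257 genes in endothelial cells, 2649 in microglial cells and 939 in oligodendrocytes. The single-type share of the lower genes was 58.3%. *Cldn11* in astrocytes (log2 fold change 2.89) and *Itgb5* in endothelial cells (1.10) were now called, whereas *Pcdh9* in pericytes (2.22) was not. All 12 values of the functional molecules kept their direction and call.

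Without the filter on low counts, which left more genes to test, there were 1632 DEGs in astrocytes, 897 in ciliated ependymal cells, 1860 in neurons, 309 in neutrophils and 264 in T cells, 2471 between the sham groups in oligodendrocytes, and 90 and 1218 for the interaction in endothelial cells and oligodendrocytes. The single-type shares were 59.5% and 47.0%, and 167 genes were shared by the BBB cell types. *Cldn11* in astrocytes (2.72) and endothelial cells (1.90), *Itgb5* in endothelial cells (1.03), *Anxa2* in astrocytes (1.12) and *Pcdh9* in endothelial cells (1.59) were now called, and *C1qb* in macrophages (−0.64) was not. Other size factors, by the relative log expression method, changed no call of a named gene and moved the share of the lower genes to 60.1%. The median log2 fold change between the scalings shifted by at most −0.06 (neutrophils), and the share of higher calls moved by at most −6.29 percentage points (T cells).

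With the replicate number as a block (replicate block), there were 164 DEGs in astrocytes, 1876 in endothelial cells, 2327 in macrophages, 2521 in microglial cells, 162 in neurons, 1282 in pericytes, 14 in T cells and 1094 in vascular smooth muscle cells. The sham counts were 840 in endothelial cells, 2111 in microglial cells and 608 in oligodendrocytes, and the interaction gave 6 genes in endothelial cells and 383 in microglial cells. The single-type shares were 66.6% and 56.8%, and 47 genes were shared. *Cldn11* (log2 fold change 1.67) and *Pcdh9* (1.17) in vascular smooth muscle cells, *Anxa2* in endothelial cells (0.81) and *C1qb* in macrophages (−0.57) were not called under the block, *Anxa2* in pericytes (1.38) was, and *C1qb* in microglial cells changed sign to −0.0608. Of the metabolic pairs, 14 were higher and 1 was lower, with 5 cell types for chondroitin sulfate degradation, 2 for oxidative phosphorylation and 0 for N glycan degradation and hypoxia. The rotation p for the pro-apoptotic genes in neurons was 0.544 with the direction changed, for the histones in neurons 0.1195, and for rRNA processing 0.135 in neurons and 0.0185 in oligodendrocytes. The block uses up degrees of freedom. Libraries with the same number did not deviate from their group means together, with 3 of 13 such pairs above a correlation of 0.1 in endothelial cells, 1 of 13 in microglial cells and 5 of 13 in oligodendrocytes, so that the numbers were not taken to pair the mice. Neutrophils and oligodendrocyte precursor cells gave no value under the block.

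Clustering without batch correction gave 97 DEGs in astrocytes, 125 in ciliated ependymal cells and 1534 in pericytes, a single-type share of 58.4% for the lower genes and 30 shared genes. *Cldn11* (log2 fold change 1.45) and *Pcdh9* (1.27) in endothelial cells were now called, *Cldn11* (2.13) in vascular smooth muscle cells and *Tnf* (−0.81) and *C1qb* (−0.35) in macrophages were not, and *Il6* in macrophages, not called either way, changed sign to −0.18. The phagocytosis difference in macrophages was −1.02 in place of −1.26. In the sham + *Lrg1*-/- group, the percents that moved beyond the spread were 39.4% for choroid plexus epithelial cells, 14.4% for endothelial cells, 4.38% for vascular smooth muscle cells, 1.87% for macrophages, 0.479% for pericytes and 0.0209% for choroid plexus capillary endothelial cells. In the sham + WT group, they were 3.44% for vascular smooth muscle cells, 2.62% for macrophages, 2.52% for pericytes and 0.113% for red blood cells, and in the MCAO/R + WT group 2.73% for vascular smooth muscle cells and 0.133% for red blood cells. Hypoxia was higher in 0 cell types in place of 3 and N glycan degradation in 3 in place of 5, and 2 metabolic pairs were lower in place of 5. Microglial cells split into 5 clusters in place of 2, and into 4 at a resolution of 0.5.

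With every cell thinned to 1000 UMIs, there were 196 DEGs in astrocytes, 84 in choroid plexus epithelial cells, 29 in ciliated ependymal cells, 1980 in endothelial cells, 1540 in macrophages, 2199 in microglial cells, 166 in neurons, 2296 in oligodendrocytes, 17 in oligodendrocyte precursor cells, 262 in pericytes, 17 in T cells and 298 in vascular smooth muscle cells. The single-type shares were 77.7% and 65.1%, and 42 genes were shared. *Cldn11* in astrocytes (log2 fold change 3.11) and endothelial cells (2.01) and *Pcdh9* in endothelial cells (1.89) were now called, *Il10* in macrophages (0.68) was not, and *C1qb* (−0.0322) and *Id2* (−0.00592) in microglial cells changed sign. The phagocytosis difference was 0.00904 in microglial cells and −1.10 in macrophages, and the oxidative phosphorylation difference was 0.0771 in place of 0.136. Chondroitin sulfate degradation was higher in 4 cell types and hypoxia in 1. The rotation p of the pro-apoptotic genes was 0.00327 in neurons and 0.848 in oligodendrocytes, with the direction changed in both, and that of the histones in oligodendrocytes was 0.000526. The median correlation within mice of oxidative phosphorylation and M2 was 0.136 in place of 0.265, and that of hypoxia and M1 changed sign from 0.0227 to −0.0238, by less than the spread between mice. ROGUE was higher in the MCAO/R + *Lrg1*-/- group in 1 cell type in place of 10, with the difference at −0.0226 in astrocytes, −0.0241 in choroid plexus epithelial cells, −0.0120 in neurons, −0.0329 in oligodendrocytes, −0.0182 in pericytes and −0.0176 in vascular smooth muscle cells (all changed in sign), 0.0106 in oligodendrocyte precursor cells and −0.0528 in T cells. With equal numbers of cells per library, the ROGUE difference was 0.225 in choroid plexus epithelial cells, −0.00565 in T cells and 0.0748 in neutrophils, where the sign changed. Fewer UMIs lower the counts of DEGs by construction, and in cell types whose UMIs per cell differ between the groups thinning also removes that difference, so the counts do not tell these apart. The thinned ROGUE means lay between 0.904 and 0.997, near the upper end of the measure. Ordering microglial cells without thinning gave a median rho of 0.239 for *Id2* and 0.229 for *Cebpb*, both changed in sign, 0.0812 for *Fos* in place of −0.162, −0.167 for *Jun* in place of 0.0223 and −0.167 for *Fosb* in place of 0.0712.

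Bonferroni adjustment, the stricter rule, left 11 DEGs in astrocytes, 23 in choroid plexus epithelial cells, 9 in ciliated ependymal cells, 56 in endothelial cells, 211 in macrophages, 206 in microglial cells, 17 in neurons, 219 in oligodendrocytes, 27 in oligodendrocyte precursor cells, 55 in pericytes, 5 in T cells and 90 in vascular smooth muscle cells. The single-type shares were then 84.2% of the lower and 76.6% of the higher genes, and 2 genes were shared by the BBB cell types. Limiting mitochondrial UMIs to 10% gave 12 DEGs in choroid plexus epithelial cells, with single-type shares of 63.5% and 52.3% and 3 metabolic pairs lower in place of 5, and the other 12 counts stayed within 1.5 times. Leaving out the genes prone to free RNA gave 390 in neurons, 1 in neutrophils and 35 in oligodendrocyte precursor cells, since fewer genes were counted, with single-type shares of 63.1% and 58.6% and 30 shared genes. Leaving out the 12% of cells with the highest doublet scores kept the 11 DEG counts it gave within 1.5 times and changed no call of a named gene, and gave no value for T cells and oligodendrocyte precursor cells. With the 7 genes that also answer to dissociation taken out of the hypoxia list, the hypoxia difference in microglial cells changed sign to 0.0403 and the rotation p was 0.304, also with the direction changed. With camera in place of fry, hyaluronan metabolism was higher in 2 cell types, N glycan degradation in 3, hypoxia in 5 and oxidative phosphorylation in 12, and the p for rRNA processing in oligodendrocytes was 0.00463.

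Where a library is left out of the MCAO/R + WT group, 1 library remains there, which is assumed to vary like the libraries of the other groups. Over the libraries left out in turn, DEG counts ranged from 86 to 440 in astrocytes, 337 to 3576 in choroid plexus epithelial cells, 7 to 327 in ciliated ependymal cells, 926 to 4155 in endothelial cells, 1982 to 4191 in macrophages, 1948 to 4846 in microglial cells, 31 to 811 in neurons, 6 to 344 in neutrophils, 2177 to 4900 in oligodendrocytes, 98 to 1306 in pericytes, 20 to 38 in T cells and 579 to 1918 in vascular smooth muscle cells. The sham counts ranged from 2210 to 5120 in endothelial cells, 2486 to 3806 in microglial cells and 741 to 1207 in oligodendrocytes, and those for the interaction from 10 to 70, 543 to 3067 and 82 to 715. The single-type shares ranged from 61.2% to 74.0% and from 53.1% to 66.9%, and the shared genes from 6 to 58. Oligodendrocyte precursor cells gave a value in 2 of these 5 fits and T cells in 4, because the others left too few libraries. These fits hold fewer libraries, and why some counts rose without a library was not tested.

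Log2 fold changes without single libraries ranged for *Cldn11* from 1.31 to 2.18 in pericytes, 1.55 to 2.65 in endothelial cells and 1.19 to 3.31 in vascular smooth muscle cells, and for *Pcdh9* from 1.27 to 3.00, 0.75 to 2.49 and 0.93 to 2.37 in the same order. For *Anxa2* they ranged from 0.41 to 2.87 in astrocytes, 0.0443 to 1.55 in pericytes, 0.43 to 1.28 in endothelial cells and 0.23 to 0.54 in vascular smooth muscle cells, and for *Itgb5* from −0.0693 to 0.57 in astrocytes and 0.68 to 1.42 in endothelial cells. In microglial cells, *Tnf* ranged from −0.39 to 0.10, *C1qb* from −0.11 to 0.21, *Id2* from −0.24 to 0.77 and *Cebpb* from −0.35 to 0.00664. In macrophages, *Tnf* ranged from −1.49 to −0.72, *Il6* from −0.64 to 3.03, *Il10* from 0.80 to 2.49, *Arg1* from 3.23 to 5.51 and *C1qb* from −0.95 to −0.34. Of the 80 values of adhesion molecules, 9 lost the call, 6 gained it and 1 changed sign, and of the 60 of the functional molecules, 7 lost the call and 7 changed sign.

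For scores and lists, leaving out single libraries gave a range of −0.141 to −0.0970 for the M1 difference in microglial cells and −0.0357 to 0.0118 for the phagocytosis difference. The rotation p ranged in microglial cells from 0.0609 to 0.636 for M2, 0.00150 to 0.815 for phagocytosis and 0.0309 to 0.954 for hypoxia, and in macrophages from 0.0619 to 0.856 for M1 and 0.0112 to 0.710 for M2. In neurons it ranged from 0.0115 to 0.194 for the histones and 0.0232 to 0.315 for rRNA processing, and in oligodendrocytes from 0.0338 to 0.497 for the pro-apoptotic genes, 0.0353 to 0.180 for the histones and 0.000861 to 0.344 for rRNA processing. The metabolic pairs ranged from 8 to 33 higher and from 0 to 4 lower, and the cell types from 4 to 8 for chondroitin sulfate degradation, 0 to 5 for hyaluronan metabolism, 0 to 4 for N glycan degradation, 0 to 3 for hypoxia and 2 to 7 for oxidative phosphorylation. None of the 68 ROGUE values moved beyond the spread.

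All alternatives set beforehand were run. Thinned counts gave no value for *Lrg1* and *Il6* in macrophages and for *Calb2* and *Neurod1* in neurons, and *Xist* in macrophages gave none without MCAO/R + *Lrg1*-/- replicate 1 or 2, because the counts fell below the filter. Depth limits what a missing call means. Cells of the MCAO/R + *Lrg1*-/- group had 3161 to 6212 UMIs at the median of a library, and those of the MCAO/R + WT group 9332 to 11,222, and in simulated counts edgeR recovered 35.1% to 56.9% of the changed genes.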

Differences from the paper's values

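No test in this part was chosen after its result was seen, and every alternative named here was set before the data were examined. The paper compared metabolic scores with a Wilcoxon test over cells and ROGUE values with a permutation test. The tests here used one sum or one mean per mouse and cell type. The methods of the paper name Cell Ranger 5.0.0, whereas the headers of the count matrices name 7.0.1, so it is open whether the counts used here are those behind the values of the paper. Of the 27 values compared, 14 differed. Values were taken to differ when they were more than 1.5 times apart and, where a spread between mice was at hand, further apart than its SD, and correlations when their signs differed or they lay further apart than the SD between mice.

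The MCAO/R + *Lrg1*-/- group had 55,275 cells after the filters here against 35,772 in the paper. The paper also excluded, as doublets, clusters high in both red blood cell and microglial markers, which was not done for this count. Of this group, 31.2% lay in the unnamed haemoglobin cluster, in which microglial cells scored second. A further 7.00% lay in the unnamed cluster in which microglial cells scored highest and red blood cells came close. Without these clusters the count would lie closer to the paper's. With a limit of 10% mitochondrial UMIs the count was 51,977, which does not differ by the rule used, and without removal of doublets it was 58,533, which does. The total and the 3 other groups did not differ.

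The mean number of DEGs per cell type was 1820.2 here against 817 in the paper. The value did not differ when only the MCAO/R groups were fitted (921), after thinning to 1000 UMIs (699) or without MCAO/R + WT replicate 2 (732). It differed under the 13 other alternatives, from 71.8 with the Bonferroni method to 2233 without a filter on low counts. Of the genes lower in the MCAO/R + *Lrg1*-/- group, 61.5% were called in a single cell type here against 33% in the paper, and all 14 alternatives set for this share differed (58.3% to 77.7%), as did those set for the DEG counts alone, with 84.2% under the Bonferroni method and 63.1% without the genes prone to free RNA.

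Microglial cells formed 2 clusters here against 7 in the paper. Without batch correction there were 5, which does not differ, whereas a resolution of 0.2 gave 2 and a resolution of 0.5 gave 4, which differ. The Pearson r of the hypoxia and M1 scores across microglial cells was 0.128 here against 0.29 in the paper. It differed under all 3 alternatives, with 0.0846 for the hypoxia list without 7 genes, 0.0586 after thinning and 0.130 with the limit of 10% mitochondrial UMIs.

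The numbers of DEGs by cell type were read by eye from a bar graph of the paper. Counts by the fold limit alone, without a test, lay within 1.5 times the paper's number in microglial cells (762), oligodendrocytes (944) and macrophages (1715). So did those in vascular smooth muscle cells (507), endothelial cells (975), astrocytes (1154) and T cells (1262). Those in choroid plexus epithelial cells (595) and neutrophils (1224) did not. Without a test, such counts also take in differences by chance. The DEG counts, which rest on a test, follow. T cells had 38 here against the paper's about 1600 in Fig. 3E, read by eye, and all 14 alternatives differed (5 to 264). Choroid plexus epithelial cells, compared with the paper's ependymocytes, had 3085 here against the paper's about 1600 in Fig. 3E, read by eye. Their count did not differ without MCAO/R + *Lrg1*-/- replicate 1 (1964) or without MCAO/R + WT replicate 1 (1557), and it differed under the 14 others (12 to 3699). Macrophages had 3850 here against the paper's about 1500 in Fig. 3E, read by eye. Their count did not differ after thinning (1540) or without MCAO/R + WT replicate 2 (1982), and it differed under the 14 others (211 to 4191). Oligodendrocytes had 5029 here against the paper's about 910 in Fig. 3E, read by eye, and all 16 alternatives differed (219 to 5387). Endothelial cells had 3870 here against the paper's about 830 in Fig. 3E, read by eye. Their count did not differ without MCAO/R + WT replicate 1 (1220) or replicate 2 (926), and it differed under the 14 others (56 to 4881). Astrocytes had 407 here against the paper's about 830 in Fig. 3E, read by eye. Their count did not differ with DESeq2 (1090), and it differed under the 15 others (11 to 1632). Microglial cells had 3926 here against the paper's about 770 in Fig. 3E, read by eye, and all 16 alternatives differed (206 to 4846). Vascular smooth muscle cells had 1791 here against the paper's about 510 in Fig. 3E, read by eye. Their count did not differ when only the MCAO/R groups were fitted (699) or without MCAO/R + WT replicate 2 (579), and it differed under the 14 others (90 to 2142). Neutrophils had 6 here against the paper's about 310 in Fig. 3E, read by eye. Their count did not differ without a filter on low counts (309), without MCAO/R + *Lrg1*-/- replicate 2 (256) or without replicate 5 (344), and it differed under the 12 others (1 to 56).

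The paper ranks T cells among the cell types with the most DEGs. Of the 5 cell types it names, 4 were also among the 5 highest here, in the order oligodendrocytes, endothelial cells, macrophages and choroid plexus epithelial cells, with microglial cells as the other. T cells had more DEGs here than neutrophils only, and no setting brought them above 264, but their comparison had 21 cells from 1 mouse in the MCAO/R + WT group, too few to place them in the order. The paper gives B cells and choroid plexus capillary endothelial cells as having fewer DEGs. These were not tested here.

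The paper reports that *Cldn11*, *Itgb5*, *Anxa2* and *Pcdh9* rose in BBB cells. Of the 16 pairs of gene and BBB cell type, 15 had a positive fitted change and 5 were called, so *Itgb5* was called in no BBB cell type and *Anxa2* in endothelial cells only. In pericytes the fitted change of *Itgb5* was negative (−0.0871). In endothelial cells, *Cldn11* (2.01) was not called (adjusted p = 0.0619, edgeR), but it was called without a filter on low counts (1.90), without batch correction (1.45), after thinning (2.01) and without MCAO/R + *Lrg1*-/- replicate 2 (2.33). *Pcdh9* in endothelial cells (1.69, adjusted p = 0.0690, edgeR) was called under the same settings, with 1.59, 1.27, 1.89 and 2.04. *Itgb5* in endothelial cells (1.12, adjusted p = 0.0794, edgeR) was called with DESeq2 (1.10), without a filter on low counts (1.03) and without MCAO/R + *Lrg1*-/- replicate 2 (1.42). *Cldn11* in astrocytes (2.80) was called with DESeq2 (2.89), without a filter on low counts (2.72) and after thinning (3.11). *Anxa2* was called in astrocytes without a filter on low counts (1.12) and without MCAO/R + WT replicate 1 (2.87), in pericytes with the replicate as a block (1.38) and without MCAO/R + WT replicate 1 (1.55), and in vascular smooth muscle cells without MCAO/R + *Lrg1*-/- replicate 1 (0.54). The other pairs not called, *Itgb5* in astrocytes, pericytes and vascular smooth muscle cells and *Pcdh9* in astrocytes, were called in no setting.

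In microglial cells and macrophages, the paper reports lower *Il6* and *Tnf* and higher *Il10* in *Lrg1*-/- mice, and in microglial cells higher *C1qb*. Here *Tnf* in microglial cells had a log2 fold change of −0.138 (adjusted p = 0.722, edgeR), *Il10* of 0.386 (adjusted p = 0.273) and *C1qb* of 0.0472 (adjusted p = 0.878), and *Il6* in macrophages had 0.132 (adjusted p = 0.912). None of these was called in any setting. The fitted change of *Il6* in macrophages was negative, in the paper's direction, without batch correction (−0.184), without MCAO/R + WT replicate 2 (−0.643) and without MCAO/R + *Lrg1*-/- replicate 5 (−0.286).

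The paper reports a stronger M2 bias in microglial cells and macrophages of *Lrg1*-/- mice. The M2 score differed by 0.0150 in microglial cells (exact permutation test, p = 0.8) and by 0.0262 in macrophages (exact permutation test, p = 0.5). The M2 genes as a list were not called in either, except in macrophages without MCAO/R + *Lrg1*-/- replicate 1, where they were higher (a rotation p of 0.0112). The paper also reports stronger phagocytic ability in these microglial cells. Their phagocytosis score differed by −0.0120 (exact permutation test, p = 0.7), and it was higher in the MCAO/R + *Lrg1*-/- group only after thinning (0.00904) and without MCAO/R + WT replicate 2 (0.0118).

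For transcription factors along the differentiation of microglial cells, the paper reports a decrease of *Id2* and *Cebpb* and, on the second path, an increase of *Jun*, *Klf6* and *Egr1* in the sham + WT group. Here, where a positive rho means a decrease with differentiation and the ordering was not split into paths, the mean rho over the mice of that group was −0.0347 for *Id2*, −0.0383 for *Cebpb*, −0.00169 for *Jun*, 0.00169 for *Klf6* and 0.0608 for *Egr1*. On counts that were not thinned, all 5 had the paper's direction, with 0.221, 0.249, −0.339, −0.185 and −0.266.

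In neurons, the paper finds apoptosis and neuron death among the processes of genes higher in WT mice, and in oligodendrocytes rRNA processing and cell death. Whether the neurons compared here were mature was not tested. Here the pro-apoptotic genes had a median log2 fold change of 0.0171 in neurons and were not called (a rotation p of 0.894), but after thinning they were lower in the MCAO/R + *Lrg1*-/- group, in the paper's direction (a rotation p of 0.00327). With the replicate as a block they had that direction without a call (a rotation p of 0.544). In oligodendrocytes the medians were 0.153 for rRNA processing and 0.277 for the pro-apoptotic genes, both toward the MCAO/R + *Lrg1*-/- group and not called. The direction of the pro-apoptotic genes there was the paper's only after thinning, without a call (a rotation p of 0.848).

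The text of the paper gives chondroitin sulfate degradation, hyaluronan metabolism and N glycan degradation as higher in several cell types of WT mice, whereas Fig. 7B, read by eye, places the 3 pathways under the MCAO/R + *Lrg1*-/- group, the direction found here. Here each of the 3 lists was higher in the MCAO/R + *Lrg1*-/- group by direction in 12 of 13 cell types, with an adjusted p below 0.05 by fry in 8, 4 and 5, and none was lower at that limit in any cell type under any setting. The paper gives hypoxia as higher in most cell types of WT mice. Here it was lower in the MCAO/R + *Lrg1*-/- group by direction in 5 of 13 cell types and higher in 8, with 3 higher and 0 lower at the same limit. In no setting were more cell types lower than higher by direction, but hypoxia was lower at that limit, in the paper's direction, in macrophages and vascular smooth muscle cells after thinning and in endothelial cells without MCAO/R + *Lrg1*-/- replicate 2.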

Other observations

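In this part, the tests on UMIs per cell, for DEGs and for ROGUE, were chosen only after the result was seen, and the limit of 1.5 times for the level that free RNA predicts was set after the ratios were seen.

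The higher *Cldn11* and *Pcdh9* in pericytes and vascular smooth muscle cells of the MCAO/R + *Lrg1*-/- group may come from free RNA of oligodendrocytes. The level that 7 other oligodendrocyte transcripts in the same cells would bring was matched by *Cldn11* at a median ratio of 1.20 and by *Pcdh9* at 0.886. Oligodendrocytes of the MCAO/R + *Lrg1*-/- group also held more of both transcripts relative to the 7 others, with *Cldn11* at 8.64% to 10.5% of them against 5.33% to 6.04% in the MCAO/R + WT group and *Pcdh9* at 29.1% to 37.4% against 16.2% to 18.0%. Free RNA alone would then raise *Cldn11* by 1.65 on the log2 scale in pericytes and by 1.38 in vascular smooth muscle cells, and *Pcdh9* by 1.96 and 1.66. In endothelial cells, where neither gene was called, the predicted *Cldn11* changed by −0.17 whereas the fitted change was 2.01. The rise there was therefore not what these transcripts predict. The *Cldn11* level itself was 0.424 to 0.978 times the predicted level in the MCAO/R + *Lrg1*-/- libraries, so free RNA as its source stays open. In astrocytes, *Cldn11* was not called, its ratio was 1.13 to 1.31 in these libraries, and the predicted change was 2.29. *Itgb5* and *Anxa2* lay at least 8.60 and 15.1 times above the predicted level in every MCAO/R + *Lrg1*-/- library with enough cells, and *Pcdh9* in astrocytes at least 3.03 times, which argues against free oligodendrocyte RNA as their main source. A change in expression by the barrier cells themselves remains open beside free RNA, and it was not tested.

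Cell types with more cells gave more DEGs, with a Spearman rho of 0.764 over 13 cell types between DEGs and cells of the MCAO/R groups (permutation test, p = 0.00342) and of 0.786 with the cells of the smaller group (permutation test, p = 0.00200). The number of cells is therefore a candidate explanation for the ranking of cell types by DEGs. Real differences between cell types in their response stay open, since they were not tested apart from cell numbers.

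Thinning to 1000 UMIs per cell kept 37.3% of the DEGs in oligodendrocytes, 46.1% in endothelial cells and 48.2% in microglial cells, and each gene called in both fits had the same direction. In microglial and endothelial cells, the median UMIs per cell of the MCAO/R groups overlapped, and their mean in the MCAO/R + *Lrg1*-/- group was 1.04 and 1.14 times that in the MCAO/R + WT group, which argues against UMIs per cell as the main source of the DEGs there. In oligodendrocytes the ratio was 0.333, without overlap. There, the lost calls may rest on this difference or on the smaller counts that any thinning leaves, and these cannot be told apart with this test. For ROGUE, thinning decides nothing, because the thinned means lay between 0.904 and 0.997, near the upper end of the measure. Before thinning, the ROGUE difference was larger in cell types whose cells had fewer UMIs in the MCAO/R + *Lrg1*-/- group, with a Spearman rho of −0.819 over 13 cell types between this difference and the ratio of UMIs per cell (permutation test, p = 0.00124). UMIs per cell are therefore a candidate explanation for the higher ROGUE values. Choroid plexus epithelial cells had a difference of 0.165 at a ratio of 0.896, with overlap of the groups in UMIs, so the relation leaves part of the values unaccounted for, and more homogeneous cells in *Lrg1*-/- mice stay open.

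*Fos*, *Jun*, *Egr1* and related genes answer to tissue dissociation as well as to stimuli in life. Across the 11 mice, the mean level of 18 such genes in microglial cells correlated with that in 6 other cell types with a median r of 0.474, positive in 4 of 6. With adjustment over the 6, it was positive in macrophages (0.887, permutation test, adjusted p = 0.000960), vascular smooth muscle cells (0.915, adjusted p = 0.000420) and endothelial cells (0.669, adjusted p = 0.0407), and negative in oligodendrocytes (−0.697, adjusted p = 0.0383). Taken as deviations from the group means, the median r was 0.225. A shared response to dissociation would move all cell types together, and the values go both ways, so it cannot be told apart from a response within the brain. Between the MCAO/R groups, limma's fry gave the 18 genes as lower in macrophages (median log2 fold change −1.81, 2 of 18 higher, unadjusted rotation p of 9.47e-05), vascular smooth muscle cells (−0.33, 5 of 18 higher, 4.48e-05), endothelial cells (−0.39, 4 of 18 higher, 0.000679) and microglial cells (−0.85, 4 of 18 higher, 0.00165). They were higher in oligodendrocytes (0.63, 17 of 18 higher, 0.0199), and 8 cell types did not pass 0.05, among them oligodendrocyte precursor cells, where the median was 0.06 and the mean −0.02.

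Of the metabolic lists not covered by a claim of the paper, glycolysis was higher in the MCAO/R + *Lrg1*-/- group in 7 of 13 cell types at an adjusted p below 0.05 by fry and higher by direction in all 13. The TCA cycle was higher in 3, and cholesterol biosynthesis was lower in 2 and fatty acid oxidation in 3. With only the MCAO/R groups fitted, each of these lists was called in 0 cell types, with glycolysis still higher by direction in all 13. The count for glycolysis also depended on single mice, most on MCAO/R + WT replicate 2, without which glycolysis was higher by direction in 12 of 12 cell types. No explanation for the changes in these lists was tested.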
